# Expression-based and co-localization detection of arabinogalactan protein 6 and arabinogalactan protein 11 interactors in Arabidopsis pollen and pollen tubes

**DOI:** 10.1186/1471-2229-13-7

**Published:** 2013-01-08

**Authors:** Mário Costa, Margarida Sofia Nobre, Jörg D Becker, Simona Masiero, Maria Isabel Amorim, Luís Gustavo Pereira, Sílvia Coimbra

**Keywords:** Arabidopsis, Arabinogalactan proteins, Pollen tube, Microarray, Yeast two-hybrid

## Abstract

**Background:**

Arabinogalactan proteins (AGPs) are cell wall proteoglycans that have been shown to be important for pollen development. An Arabidopsis double null mutant for two pollen-specific AGPs (*agp6 agp11*) showed reduced pollen tube growth and compromised response to germination cues *in vivo*. A microarray experiment was performed on *agp6 agp11* pollen tubes to search for genetic interactions in the context of pollen tube growth. A yeast two-hybrid experiment for AGP6 and AGP11 was also designed.

**Results:**

The lack of two specific AGPs induced a meaningful shift in the gene expression profile. In fact, a high number of genes showed altered expression levels, strengthening the case that AGP6 and AGP11 are involved in complex phenomena. The expression levels of calcium- and signaling-related genes were found to be altered, supporting the known roles of the respective proteins in pollen tube growth. Although the precise nature of the proposed interactions needs further investigation, the putative involvement of AGPs in signaling cascades through calmodulin and protein degradation via ubiquitin was indicated. The expression of stress-, as well as signaling- related, genes was also changed; a correlation that may result from the recognized similarities between signaling pathways in both defense and pollen tube growth.

The results of yeast two-hybrid experiments lent further support to these signaling pathways and revealed putative AGP6 and AGP11 interactors implicated in recycling of cell membrane components via endocytosis, through clathrin-mediated endosomes and multivesicular bodies.

**Conclusions:**

The data presented suggest the involvement of AGP6 and AGP11 in multiple signaling pathways, in particular those involved in developmental processes such as endocytosis-mediated plasma membrane remodeling during Arabidopsis pollen development. This highlights the importance of endosomal trafficking pathways which are rapidly emerging as fundamental regulators of the wall physiology.

## Background

Pollen-pistil interaction is initiated when the male gametophyte is transferred from the anther to the stigma. The pollen grain then starts to hydrate and germinate, forming a pollen tube that grows through the carpel’s internal tissues to deliver its two sperm cells into the embryo sac. Pollen tubes elongate through the extracellular matrix of the pistil tissues, extending by an actin-myosin-based tip-growth mechanism that transports vesicles loaded with new cell wall material to the extending apex and finally, when arriving at the embryo sac, enter into the synergid cell. Fundamentally during this type of localised, tip-focused growth, the cytoplasm is polarized directing secretory events to the tip. Internal gradients and transmembrane ion fluxes, notably of calcium ions, are another key feature of pollen tube growth [1].

Arabidopsis pollen transcriptome analysis showed the expression of a unique subset of genes relative to the sporophytic tissues [2-6]. Furthermore, changes in gene expression patterns occur during the development of the male gametophyte from a microspore to a mature tricellular pollen grain [7]. More recently, genome-wide expression profiling of pollen tubes grown *in vitro* identified another set of genes that are expressed in the pollen tube but not in pollen, which suggests *de novo* mRNA synthesis in the growing pollen tube [5]. The gene expression profiles of *in vitro*- and semi *in vivo*-grown Arabidopsis pollen tubes have also been characterized and were found to differ; this lead to the discovery of a specific sub-set of genes that are activated by potentiation of the pollen tube by the pistil [6].

Among the genes, or gene families that may be involved in the transition from a sporophytic to a gametophytic-developmental program are those which code for arabinogalactan proteins (AGP). AGPs constitute a large family of cell wall proteoglycans that are found on the plasma membrane, in the cell wall, in the apoplastic space, and in secretions. They have also been found in detergent-resistant membranes isolated from Arabidopsis suggesting their presence in lipid rafts [8]. Key distinguishing features of AGPs are: (1) the carbohydrate, usually branched type II arabino-3,6-galactan, *O*-linked to Hyp residues of the protein backbone, which constitutes 90–98% (w/w) of the molecular mass, (2) the protein backbone typically rich in the dipeptide motifs Ala-Hyp, Ser-Hyp, Thr-Hyp, Val-Pro, Gly-Pro and Thr-Pro, (3) a glycosylphosphatidylinositol (GPI) membrane anchor, predicted to be present on most, but not all, AGPs and (4) the ability to bind to a class of synthetic chemical dyes, known as Yariv reagents [9], which are not only useful for detection, quantification and isolation of AGPs, but also for functional studies [10].

The identification of Arabidopsis pollen-specific AGP genes has been used to scrutinize phenotypic changes in the respective null mutants. We previously identified two male gametophyte AGP genes (*AGP6* and *AGP11*) which showed functional redundancy [11]. An *agp6 agp11* double null mutant was subsequently obtained. The double null mutant exhibited segregation distortion, as assessed by the number of aborted pollen grains, suggesting that the gametophyte generation was affected. The strong reduction in pollen germination and pollen tube growth rate, together with premature ectopic germination of pollen (whilst it was still in the anther) [12], prompted us to further analyze this mutant, in order to gain insight into the mode of action of AGPs. We decided to examine the transcriptome of the *agp6 agp11* double null mutant pollen tubes, using the Affymetrix ATH1 Genome Array.

Here we report the identification of 1022 genes whose expression in the double null mutant pollen tubes was shown to be either reduced or elevated, when compared to wild type pollen tubes. These genes can be used as starting points to dissect the gene regulatory networks in which AGPs are involved during pollen tube growth. In parallel, we performed yeast two-hybrid experiments to identify interactors of AGP6 and AGP11, and to provide evidence for the biological functions of these AGPs.

## Results

An Arabidopsis line simultaneously null for two pollen-specific AGP genes, *AGP6* and *AGP11*, has been characterized in our laboratory and found to display notable phenotypic alterations, namely partially aborted pollen grains, reduced germination potential and precocious germination inside the anthers [11,12]. Furthermore, under the conditions used in this study pollen tubes of the double mutant were statistically shorter (83 μm) than those of the wild type (100 μm).

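Pollen of wild type and of agp6 agp11 plants, both of the ecotype Nossen, was germinated in vitro for 8 h in the dark. RNA from 3 independent pollen tube preparations per genotype was hybridised to Affymetrix ATH1 arrays, with 1 array for each preparation. The authors scaled the 6 arrays to one another by the invariant set method of DNA-Chip Analyzer (dChip) and computed the signal of each probe set with a model that uses perfect match probes only. The values are therefore normalized intensities on a linear scale, and no step before that normalization was repeated here. All 22746 probe sets of the deposited table were used. The median signal lay between 23.3 and 24.6 on the 6 arrays, and between 6280 and 6795 probe sets per array exceeded a signal of 40. Between arrays of the same genotype the correlation of log2 signals was 0.944 to 0.979, and between arrays of different genotypes it was 0.910 to 0.951. The genotypes were compared with limma on log2 signals, and p-values were adjusted over all probe sets by the Benjamini-Hochberg method with a threshold of 0.05. Arrays with the same replicate number deviated together in both genotypes, so the value from a fit with the replicate number as a block (replicate block) is given wherever it changes a call. Gene names were taken from a platform table, which gives a single gene for 13513 probe sets, and from 1999 rows of the paper's Additional file 1. Genes named only by Additional file 1 had been selected there by their fold change, so counts that include them are not independent of the study's own selection. The tests of the genotypes, the gene lists and most alternative settings were fixed before the data were examined, and some tests of explanations were chosen later. The number of arrays limits the precision of every value.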

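AGP6 and AGP11, the arabinogalactan protein genes disrupted in the mutant, were among the brightest genes of wild type pollen tubes and were near background in agp6 agp11. AGP6 (At5g14380) had a signal of 12196 ± 2258 in wild type and 25.1 ± 8.69 in agp6 agp11 (SD, n = 3 arrays each), which is at least 301-fold lower. AGP11 (At3g01700) fell from 8356 ± 2399.9 to 35.9 ± 4.07, which is at least 202-fold lower. A fold is given as "at least" where fewer than 2 of the 3 arrays of a genotype exceed a signal of 40, and each of its arrays at or below 40 is then set to 40. Taken as measured, with mutant signals at background, the log2 differences were -8.98 for AGP6 (standard error 0.33) and -7.82 for AGP11 (standard error 0.29), each with an adjusted p of 2.16e-06 from limma. Of 41 listed genes of arabinogalactan and fasciclin-like arabinogalactan proteins, 6 could be named: 4 fell and 2 did not pass the test. Adjusted over the list alone, 5 fell and 1 rose, as with the replicate block. Besides the disrupted genes, AGP4 (At5g10430; adjusted p = 0.0280) and FLA2 (At4g12730; adjusted p = 0.0364) fell, but neither exceeded a signal of 40 on any array. AGP20 (At3g61640) had signals of 330.4 ± 76.2 and 174 ± 34.4 (adjusted p = 0.128, and 0.0100 with the replicate block). The call of AGP4 was lost without wild type replicate 1 or 3 or agp6 agp11 replicate 1 or 2 (adjusted p = 0.146, 0.0856, 0.135 and 0.0955), and that of FLA2 was lost without any 1 of the 6 arrays (adjusted p = 0.0501 to 0.189).

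**Figure D1:**
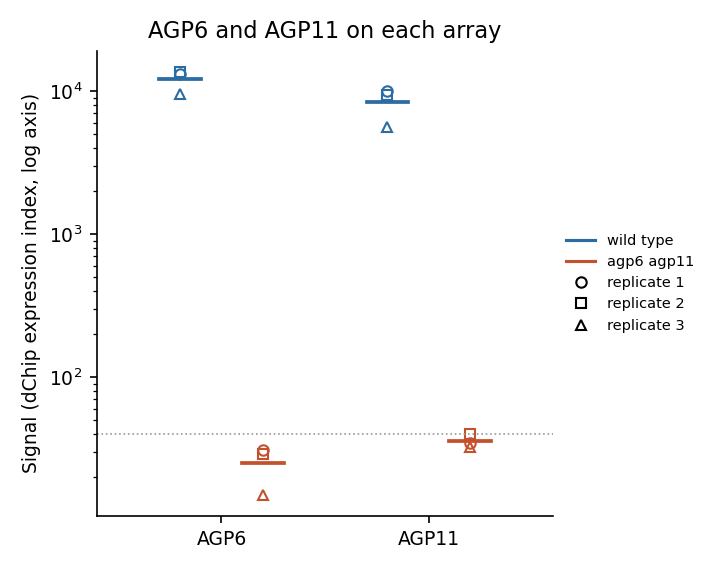
Signal of AGP6 and AGP11 on each array, on a log scale; points are the 3 arrays of each genotype, horizontal bars their means, and the dotted line a signal of 40. The mutant arrays lie close to or below the dotted line, and the lowest wild type array has a signal of 5604.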

To further characterize the *agp6 agp11* mutant line a differential microarray screen was carried out to identify genes with modified expression in the 8 h-grown pollen tubes of *agp6 agp11* compared to wild type pollen tubes.

### General data analysis

The number of expressed genes in the wild type pollen tubes (as indicated by a minimum of 2 out of 3 Present calls in the triplicate GeneChip experiments) was found to be 6886, which is approximately 28% of the total number of genes represented in the GeneChip Arabidopsis ATH1 Genome Array. This value is in close agreement with those published for microarray studies of Arabidopsis pollen tubes using the same type of microarray chips and experimental set up, i.e., *in vitro*-grown pollen tubes harvested 4–6 h post-germination [5,6]. 

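Some genes of the pollen vegetative cell and of the sperm cells it carries were bright in wild type pollen tubes. The pollen actins ACT4 (At5g59370) and ACT12 (At3g46520) had signals of 2088 ± 234 and 883 ± 79.8 (SD, n = 3). DAZ3 (At4g35700), a sperm cell gene, had 6941 ± 1182, and MGH3 (At1g19890), the histone H3 variant of sperm cells, had 3210.2 ± 253. The other 3 named sperm cell genes were dimmer, with DAZ1 (At2g17180) the lowest at 62.2 ± 18.3. In contrast, the 2 named genes of 12 listed for the tapetum, the nursing layer of the anther, did not exceed a signal of 40 on any array of either genotype, and of 17 photosynthesis genes that would mark leaf or sepal cells 3 were named, with mean wild type signals of 20.3 to 32.7. Of 7 floral organ identity genes none could be named. A signal above 40 on at least 2 of 3 arrays, used here in place of Present calls, was reached by 6419 probe sets in wild type, or 28.2% of all probe sets. The value of 40 had been chosen from the calls listed in Additional file 1; with a minimum of 30 the count was 8608, and with 60 it was 4580.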

Microarray data was published in GEO (http://www.ncbi.nlm.nih.gov/geo/info/linking.html) with the record number GSE40861.

### Functional classification of wild type pollen tube transcriptomes

The transcriptome of wild type pollen tubes (6886 genes) was categorized into 34 functional groups according to the MapMan visualization software (Figure 1). Of the genes indicated as present, 28.7% had unknown functions, whereas the rest were primarily involved in protein synthesis (18.8%), RNA transcription and processing (10.6%), signaling (5.0%), transport (5.0%), and cell organization and cytoskeleton (4.9%). This functional distribution is consistent with the recruitment of cell resources for pollen tube growth, and is in agreement with other pollen and pollen tube microarray studies [4,5].

**Figure 1:**
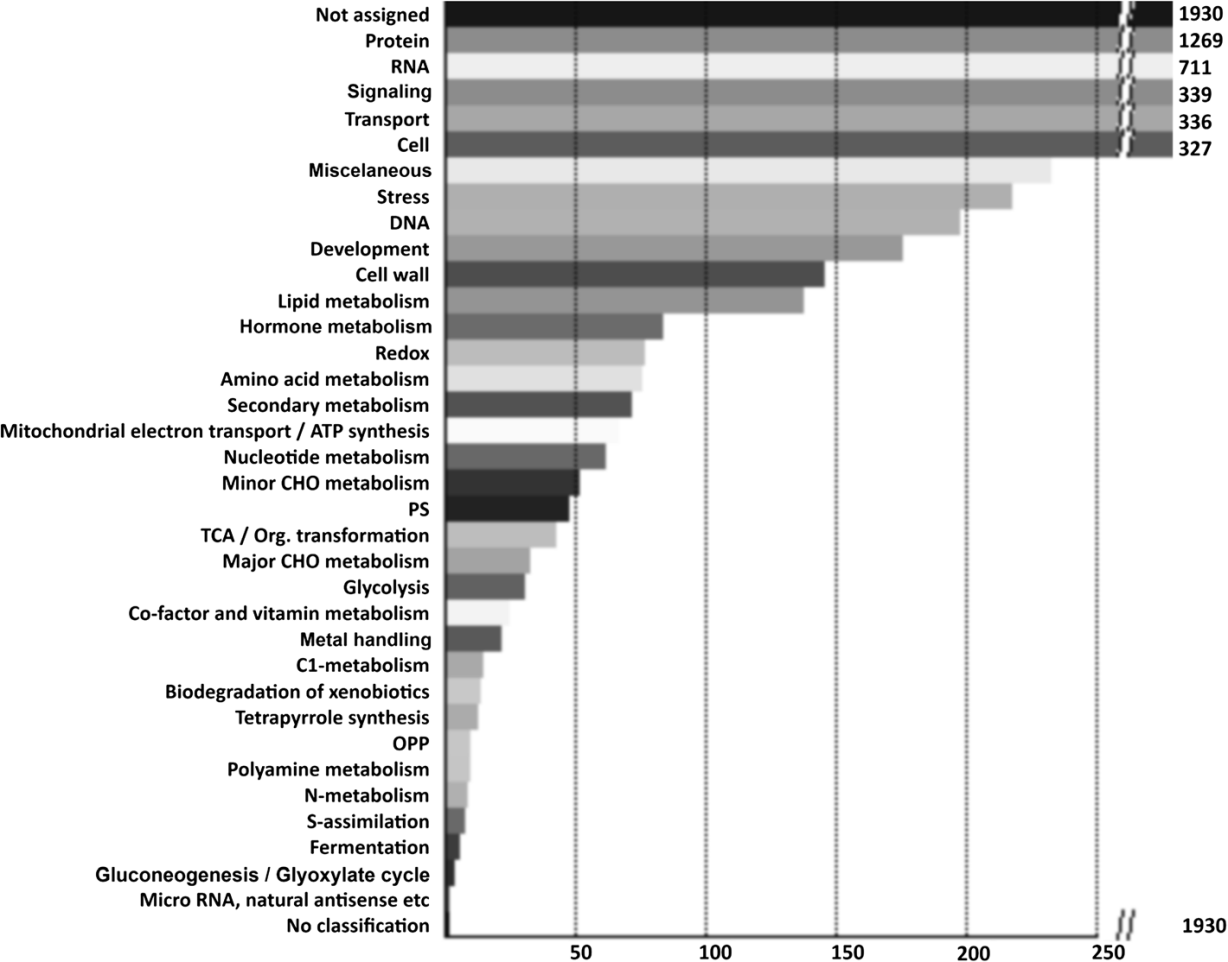
**Functional classification of wild-type Arabidopsis pollen tube transcriptome.** Analysis was performed with Classification SuperViewer Tool using MapMan source [13].

### *Arabidopsis agp6 agp11* differentially expressed genes

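Some of the largest differences were in genes detected in 1 genotype and not in the other. ICS2 (At1g18870), an isochorismate synthase, had a signal of 20.0 ± 0.968 in wild type and 378 ± 116 in agp6 agp11 (SD, n = 3), and PYD4 (At3g08860), an aminotransferase, had 16.9 ± 1.27 and 290.1 ± 76.3. In the opposite direction, At3g44070 fell from 928 ± 404 to 21.1 ± 2.41 and At2g15340 from 606 ± 231 to 12.4 ± 0.942. With the signal minimum of 40, 6532 probe sets were detected in agp6 agp11 and 5756 in both genotypes, which is 88.1% of those detected in agp6 agp11 and 89.7% of those detected in wild type. A further 776 were detected in agp6 agp11 alone and 663 in wild type alone. These last counts depend on single arrays, since a probe set must then exceed 40 on both arrays that remain. Without wild type replicate 1 or 2, 1343 or 1238 were detected in agp6 agp11 alone and 363 or 424 in wild type alone, and without agp6 agp11 replicate 1 or 2, the counts were 450 or 488 and 1096 or 1073. With a minimum of 60, 615 were detected in agp6 agp11 alone and 404 in wild type alone.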

The number of genes expressed in the *agp6 agp11* mutant pollen tubes was roughly equal to that of the wild type control although only 87.5% of expressed genes were common to both data sets (Figure 2). There are two gene populations of specific interest; 1) those present only in the double mutant and 2) those present only in the wild type pollen tubes. However, a statistical analysis of the significantly differentially expressed genes necessarily produced a rather different population of genes from that shown in Figure 2. 

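BGLU36 (At1g51490), a beta glucosidase, rose from 398 ± 178 in wild type to 2970.3 ± 405 in agp6 agp11 (SD, n = 3), and the lower confidence bound of its fold change was 5.09. Where 1 genotype is at background, as wild type is for At1g31150 (15.5 ± 1.55 against 51.8 ± 5.63), the bound is taken against background and does not limit the fold change of the transcript. The bound was computed here by Fieller's method as the 90% lower bound of the ratio of group means, from the spread between the 3 arrays of each genotype. The errors that dChip assigns to each signal from its probes were not used here. Of 22746 probe sets, 1469 had a bound above 1.3 in either direction. In the 9 other splits of the 6 arrays into 3 and 3, a median of 80 probe sets passed (31 to 420), which gives a median false discovery rate of 5.45%. Same-numbered arrays of the genotypes deviate together, and 6 of these splits keep those of 2 replicates together and so carry that shared effect. In the 3 splits that part all of them, as the real comparison does, a median of 40 passed (31 to 43), or 2.72%, a restriction chosen after the data were seen. Among probe sets detected in either genotype, 1137 passed in the real comparison and a median of 39 in the 9 other splits, or 3.43%. Detection was taken from the real genotypes in every split. This filter favours the real comparison, so the rate can be too low. The rates from all splits can be too low, since each other split mixes the genotypes within its groups, which widens their spread. In data simulated from these arrays, a mean of 200.1 unchanged probe sets passed the bound, more than the median of 80 in the splits.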

Genes were considered to be differentially expressed from those they were compared with if the 90% lower confidence bound of the fold change between experiment and baseline was above 1.3, resulting in a median False Discovery Rate (FDR) of less than 5%. Observing such criterion a population of 1022 differentially expressed genes was obtained which accounts for 14.7% of the pollen tube transcriptome (Figure 2 and Additional file 1). These 1022 genes included 155 genes present only in *agp6 agp11*, 168 genes present only in wild type, and 699 genes expressed in both. 

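The largest log2 ratios were mostly of genes that were near background in 1 genotype. At5g15360 rose from 10.5 ± 1.92 to 477.3 ± 123 (SD, n = 3), At5g03550 from 6.02 ± 1.13 to 179 ± 55.7 and At1g32590 from 17.5 ± 1.42 to 779.5 ± 770.4. The probe set of At2g15650, whose type of name (_s_at) means that it may match several genes, fell from 2184 ± 371 to 10.8 ± 4.14, and At4g14810 fell from 851 ± 471 to 19.9 ± 2.16. In the limma test 837 probe sets passed, with 457 higher and 380 lower in agp6 agp11, and 3131 had an unadjusted p under 0.05. For all 837 the arrays of the genotypes did not overlap, a separation that 10% of probe sets reach by chance. A log2 change beyond 2 was found for 175 of them, 82 higher and 93 lower. With the replicate block 1897 passed, 1145 higher and 752 lower, and these held all 837. The lower confidence bound was above 1.3 for all 837 and for 632 others. The limma count was 372 without wild type replicate 1, 538 without wild type replicate 2 and 403 without agp6 agp11 replicate 1. In data simulated from these arrays, limma called 17.3% of probe sets changed by a log2 of 1 and 87.9% of those changed by 2. The lower bound passed 75.1% and 97.9%, but also a mean of 200.1 unchanged probe sets. Of the limma calls 4.97% were unchanged probe sets. Each simulated set held only 100 changes of each size, all above the median level. The share that limma calls depends on how many probe sets change, so these shares do not give its power here.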

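Among the genes detected in agp6 agp11 alone, At5g48540, annotated as related to receptor-like kinases, rose from 11.1 ± 1.17 to 165 ± 149 (SD, n = 3; at least 3.20-fold). Its mutant signals were 76.2, 81.4 and 337, and without agp6 agp11 replicate 3 the rise was at least 1.97-fold. Among those detected in wild type alone, At5g52420 fell from 125 ± 50.0 to 18.2 ± 0.837. Of the probe sets with a lower bound above 1.3, 263 were detected in agp6 agp11 alone, 258 in wild type alone and 616 in both genotypes, with detection by a signal above 40 on at least 2 of 3 arrays.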

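Genes detected in both genotypes included some of the strongest rises. FBA8 (At3g52930), a fructose-bisphosphate aldolase of glycolysis, rose from 87.4 ± 62.6 to 1115 ± 647 (SD, n = 3), a 13.5-fold increase, and At2g19980, a CAP gene, rose 6.48-fold. PCR11 (At1g68610), of a family named for cadmium resistance, was among the brightest genes that fell, from 11862 ± 1445 to 4371 ± 716. Of the 616 probe sets past the lower bound and detected in both genotypes, 427 were higher and 189 lower in agp6 agp11, so that 69.3% were higher.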

About 60% of these 699 genes were up-regulated in *agp6 agp11*, with the remaining 40% being down-regulated. 

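At5g40640, a gene of unknown function in the tables used here, rose 13.7-fold, from 42.4 ± 0.388 to 607 ± 235 (SD, n = 3), and FRO3 (At1g23020), a ferric-chelate reductase, rose 2.97-fold. The wild type signals of At5g40640 lie just above 40, so its fold depends on that signal minimum. Of all probe sets past the lower bound, 840 were higher and 629 lower in agp6 agp11, and 690 of the higher ones were detected in at least 1 genotype. Of the 837 probe sets that passed in limma, 54.6% were higher (95% Wilson interval 51.2% to 57.9%). The interval treats probe sets as independent and holds no variation between arrays. When 1 array was left out the share was 50.4% to 59.5%. After quantile normalization of the arrays 408 passed limma as higher and 424 as lower, and 702 and 735 passed the lower bound, so that the higher ones were then not in the majority.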

Overall the *agp6 agp11* mutation caused an up-regulation of over 500 genes in Arabidopsis pollen tubes.

**Figure 2:**
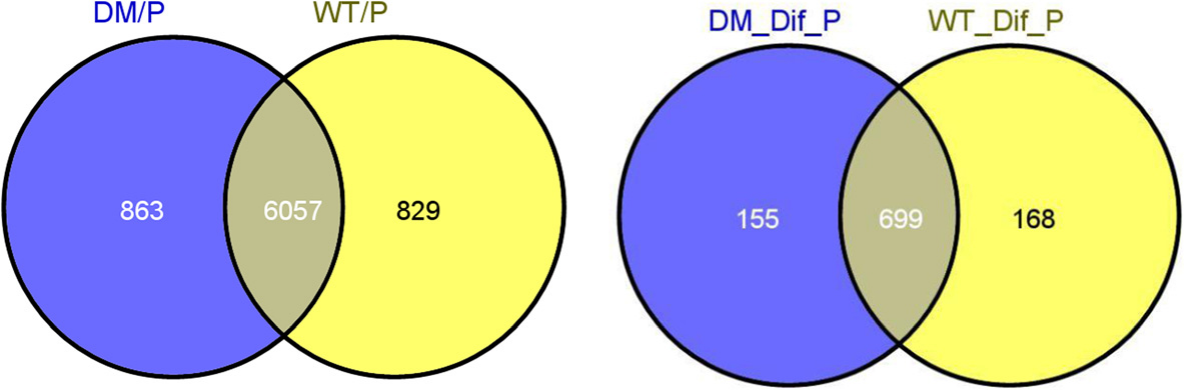
**Comparison of the wild-type and *agp6 agp11 *pollen tube transcriptomes.** Number of genes identified as being “Present” in wild-type pollen tubes (WT/P) and in *agp6 agp11* pollen tubes (DM/P) are shown on the left, and genes “Present” among the differentially expressed genes in wild-type pollen tubes (WT_Dif_P) and *agp6 agp11* pollen tubes (DM_Dif_P) are shown on the right. Among the whole set of 1022 differentially expressed genes, 155 were only present in the double mutant, and 168 genes were only present in the wild-type. The remaining pool of 699 genes contained both those which were up- and down-regulated.

### Validation of gene expression

RNA levels were independently verified for a collection of genes, either by real-time PCR (qPCR) or by conventional semi-quantitative RT-PCR. Genes were selected on the basis of expression differences between the two microarray data sets and of absolute signal values (Table 1). 

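UBC20 (At1g50490), a ubiquitin-conjugating enzyme, rose from 830.1 ± 65.4 to 2688 ± 667 (SD, n = 3), a 3.18-fold increase on the arrays, and the cellulase gene CEL3 (At1g71380) fell 2.64-fold. The proline transporter gene PROT1 (At2g39890) rose 2.96-fold and the RING finger gene At5g60250 2.49-fold. Of the 10 genes of Table 1 measured by qPCR, the array change had the direction of the paper's qPCR value in all 10. Of all 19 genes of Table 1, 8 rose, 6 fell and 5 did not pass the limma test (11 rose and 8 fell when adjusted over the list alone). The 5 were SPS2F (At5g11110; adjusted p = 0.0539), the expansin gene EXPB5 (At3g60570; 0.0916), CML42 (At4g20780; 0.0792), the lipid kinase gene PI4K GAMMA 4 (At2g46500; 0.0595) and the heat shock gene At1g53540 (0.182). With the replicate block all 5 passed, with adjusted p-values of 0.00214, 0.00531, 0.00922, 7.02e-04 and 0.0227 in the same order. Across the 10 genes the log2 changes by array and by qPCR had a Pearson's r of 0.896 (permutation p = 0.00145) and a Spearman's rho of 0.817 (permutation p = 0.00528), and r was 0.834 without the 2 genes farthest from the median. The genes form a higher and a lower group and are not independent replicates; within the 6 that were higher by qPCR r was 0.363, and within the 4 that were lower it was -0.311. The call of UBC20 was lost without wild type replicate 1 (adjusted p = 0.0501), and that of CEL3 without wild type replicate 1 or agp6 agp11 replicate 1 (0.0830 and 0.0861). PROT1 was lost without wild type replicate 1 or agp6 agp11 replicate 1 or 2 (0.0868, 0.123 and 0.0964), and At5g60250 without wild type replicate 1 or 2, agp6 agp11 replicate 1 or 3 (0.103, 0.0961, 0.133 and 0.0721) or after quantile normalization (0.0536). The genes were selected by the study on these arrays, so their array directions are not independent evidence. The qPCR was run on RNA of the array preparations, so it bears on the measurement and not on new preparations.

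**Figure D2:**
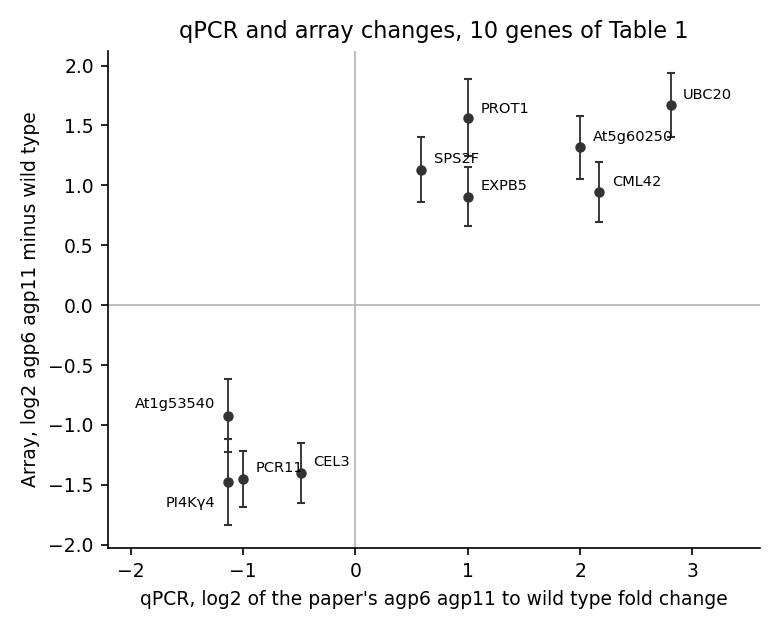
Log2 fold change of agp6 agp11 against wild type by array (vertical axis, standard error bars) and by qPCR (horizontal axis, the paper's values) for the 10 genes of Table 1 with a qPCR value. All 10 points lie in the quadrants where both changes have the same sign.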

The relative expression levels for all genes tested were consistent with the results of the microarray experiments, thus confirming its reliability.

**Table 1:** Summary of confirmatory PCR assays

**Gene**	**AGI ID**	**LBFC**^**a**^	**FC - qPCR**^**b**^	**RT-PCR**^**c**^
Ubiquitin-conjugating enzyme 20	At1g50490	+2.44	+7.0	
Proline transporter 1	At2g39890	+2.02	+2.0	
Zinc finger (C3HC4-type RING finger) family protein	At5g60250	+1.96	+4.0	
Sucrose phosphate synthase 2 F	At5g11110	+1.70	+1.5	
Expansin B5	At3g60570	+1.50	+2.0	
CML42	At4g20780	+1.48	+4.5	
Plant cadmium resistance 11	At1g68610	-1.99	-2.0	
Cellulase 3	At1g71380	-1.98	-1.4	
Phosphoinositide 4-kinase gamma 4	At2g46500	-1.75	-2.2	
Heat shock protein 17.6A	At1g53540	-1.34	-2.2	
CAP (Pathogenesis-related protein, putative)	At2g19970	+23.34		+
C2 domain-containing protein	At3g57880	+16.93		+
F-box family protein	At1g65760	+11.8		+
Beta glucosidase 36	At1g51490	+4.95		+
CAP (allergen V5)	At2g19980	+4.79		+
Hypothetical protein	At2g22340	-141.79		-
Pentatricopeptide (PPR)	At5g28380	-44.55		-
Avirulence-responsive family protein	At4g09950	-25.77		-
DET3	At1g12840	-12.71		-

^a^ Lower bound of fold change (microarray experiment).

^b^*agp6 agp11* to wild-type fold change for qPCR experiments.

^c^ Genes up- or down-regulated in agp6 agp11, as assessed by semi-quantitative RT-PCR are indicated with a (+) or a (−) sign, respectively.

### Functional classification of differentially expressed genes

According to the MapMan classification software, the functional classification of the entire double mutant transcriptome, does not substantially diverge from the functional classification of the wild type transcriptome (Figure 1). However, a significant number of genes are differentially expressed, i.e. they are either up- or down-regulated in response to the absence of two AGP gene products. The MapMan functional classification of these differentially expressed genes is shown in Figure 3.

**Figure 3:**
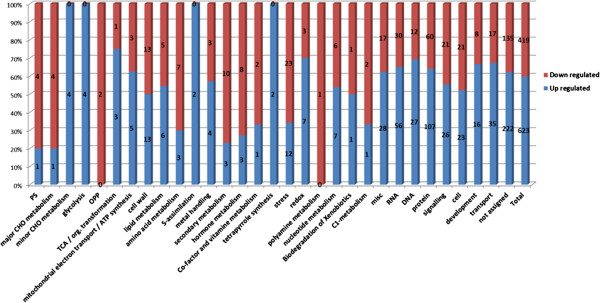
**Classification of differentially expressed genes according to MapMan software.** The proportion of genes, up- or down- regulated, within a given gene classification type is indicated and the actual number of genes this represents is shown.

The MapMan functional BINs “Protein”, “RNA”, “Transport”, “Signaling”, “Cell”, “DNA, and “Stress” are the groups in which the greatest number of genes was altered, and together account for almost half of the differentially expressed genes (46%).

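F-box genes encode the parts of ubiquitin ligases that bind the proteins to be degraded, and more of those in Table 2 rose than fell. At1g65760 rose from 43.5 ± 1.75 to 729.5 ± 181 (SD, n = 3; 16.5-fold) and At2g27520 from 13.9 ± 5.04 to 186 ± 86.5 (at least 4.25-fold). The wild type signals of At1g65760 lie just above 40, so its fold depends on that signal minimum. At5g38390 rose at least 3.21-fold and At5g27750 at least 4.38-fold. In the opposite direction, At5g43190, an F-box gene with kelch repeats, fell from 178 ± 5.73 to 15.0 ± 1.83, and At1g12490 fell from 63.6 ± 20.4 to 9.89 ± 4.12. Of the 30 F-box genes of Table 2, 19 rose, 6 fell and 5 did not pass the limma test (22 rose and 8 fell when adjusted over the list alone, and likewise with the replicate block). The count that passed was 14 without wild type replicate 1 and 13 without agp6 agp11 replicate 1. Since the study selected these genes on these arrays, their count is not independent evidence of a direction. Of 28 listed genes of the proteasome and of the core of F-box ubiquitin ligases, 3 could be named and none passed the test. Adjusted over the list alone, the proteasome gene PAF1 (At5g42790) rose, with signals of 41.7 ± 4.44 and 68.8 ± 11.4 (adjusted p over all probe sets = 0.112, and 0.0474 with the replicate block).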

A sub-cluster of the larger “Protein” cluster that contains genes with F-box motifs was particularly striking for its differential signal intensities and number of genes affected, with a representation factor of 1.8× relative to the Arabidopsis genome. Likewise, the sub-clusters “signaling.calcium”, and “stress.abiotic.heat” show enrichment factors of 1.5× and 2.1×, respectively, in the differentially expressed gene set, as compared to the whole genome. 

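Among the calcium and heat stress genes of Table 2, CDPK1 rose and some genes for small heat shock proteins fell. CDPK1 (At1g18890) rose from 11.5 ± 1.08 to 41.8 ± 8.50 (SD, n = 3; at least 1.03-fold). The small heat shock gene At2g29500 fell from 1890.4 ± 358 to 235 ± 131, a 9.09-fold decrease, whereas ATJ1 (At1g28210), for a DnaJ co-chaperone, rose at least 3.00-fold. Of the 14 calcium genes of Table 2, 3 rose, 5 fell and 6 did not pass the limma test (8 rose and 6 fell when adjusted over the list alone), and with the replicate block 7 rose and 6 fell. Of the 14 heat stress genes of Table 2, 3 rose, 5 fell and 6 did not pass (3 rose and 11 fell when adjusted over the list alone), and with the replicate block all passed, 3 as higher and 11 as lower. Both groups were selected on these arrays and are not independent evidence. The calcium count was 2 without wild type replicate 1, 5 without wild type replicate 2, 2 without agp6 agp11 replicate 1 and 3 without agp6 agp11 replicate 2. The heat stress count was 2 without wild type replicate 1 or 2, 4 without wild type replicate 3, 2 without agp6 agp11 replicate 1 and 5 without agp6 agp11 replicate 2. A separate list of 35 genes of the cytosolic heat shock response was fixed from background knowledge, partly with the paper's tables in view. Of its 16 named genes 3 fell and 13 did not pass (8 fell and 1 rose when adjusted over the list alone; 9 fell and 1 rose with the replicate block). The 10 of them named by the platform table were lower as a set than other genes by limma's camera test with a preset correlation of 0.01 (adjusted p over 10 lists = 0.00455), but not with an estimated correlation (adjusted p = 0.657 with an estimated correlation). The set call was also lost without wild type replicate 2 (adjusted p = 0.142) and without agp6 agp11 replicate 1 (0.224).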

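Receptor kinase and defence genes changed in both directions. At4g20530, related to receptor-like kinases, whose probe set may match several genes, fell from 133 ± 24.0 to 9.77 ± 1.56 (SD, n = 3), and the leucine-rich repeat kinase gene At5g59650 fell from 93.4 ± 24.8 to 15.6 ± 8.01. Among the kinase genes that rose were At3g21970, from 16.6 ± 4.08 to 52.4 ± 8.27, and CRK20 (At4g23280), a cysteine-rich receptor kinase, from 12.0 ± 2.39 to 38.6 ± 8.76. Of the 12 receptor kinase genes of Table 2, 5 rose, 5 fell and 2 did not pass the limma test (7 rose and 5 fell when adjusted over the list alone, and likewise with the replicate block). The disease resistance genes RPP4 (At4g16860) and At3g44400 fell at least 3.16-fold and at least 1.32-fold, and At4g16920, of the same class, rose at least 2.61-fold. Without wild type replicate 3 the fall of RPP4 was at least 4.85-fold. The avirulence-responsive gene At4g09950 fell from 409 ± 137 to 8.27 ± 2.87. Of the 13 biotic stress genes, 5 rose, 7 fell and 1 did not pass (5 rose and 8 fell when adjusted over the list alone). That gene was CCP3 (At2g25240; adjusted p = 0.0685, and 0.0128 with the replicate block). The receptor kinase count was 6 without wild type replicate 1 or 3 or agp6 agp11 replicate 2, and the biotic stress count was 6 without wild type replicate 1 or agp6 agp11 replicate 1. The study chose these genes for their changes on these arrays, so the counts are not independent evidence.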

The sub-clusters “signaling.receptor.kinases” and “stress.biotic” were not enriched in the differentially expressed group of genes but were selected because of the high LBFC value of some of its members (Table 2).

**Table 2:** ***agp6 agp11*** differentially expressed genes among the MapMan BINs [29.5.11.4.3.2: protein. degradation. ubiquitin. E3. SCF. F-box], [30.2: signaling.receptor kinases], [30.3: signaling.calcium], [20.1:stress.biotic], and [20.2.1: stress.abiotic.heat]

**MapMan BIN**	**AGI locus**	**LBFC**^**a**^	**Gene annotation**^**b**^
29.5.11.4.3.2: protein. degradation. ubiquitin. E3. SCF. F-box			
Up-regulated			
	At1g65760	11.8	Protein of unknown function (DUF295)
	At2g27520	6.63	F-box and associated interaction domains-containing protein
	At5g38390	5.43	F-box/RNI-like superfamily protein
	At3g52030	3.92	F-box family protein with WD40/YVTN repeat domain
	At2g24080	3.52	Protein of unknown function (DUF295)
	At5g27750	3.19	F-box/FBD-like domains containing protein
	At3g49520	2.79	F-box and associated interaction domains-containing protein
	At1g70360	2.65	F-box family protein
	At3g17710	2.40	F-box and associated interaction domains-containing protein
	At2g17020	2.25	F-box/RNI-like superfamily protein
	At3g13820	2.08	F-box and associated interaction domains-containing protein
	At2g03580	1.99	F-box family protein-related
	At5g03000	1.75	Galactose oxidase/kelch repeat superfamily protein
	At1g06630	1.71	F-box/RNI-like superfamily protein
	At3g50080	1.61	VFB2, VIER F-box proteine 2
	At5g60610	1.55	F-box/RNI-like superfamily protein
	At3g18980	1.50	EIN2 targeting protein1 (ETP1)
	At3g59000	1.44	F-box/RNI-like superfamily protein
	At2g07120	1.38	F-box associated ubiquitination effector family protein
	At5g49610	1.36	F-box family protein
	At1g55590	1.35	RNI-like superfamily protein
	At1g23780	1.34	F-box family protein
Down-regulated			
	At5g43190	−7.32	Galactose oxidase/kelch repeat superfamily protein
	At1g68050	−4.00	“Flavin-binding, kelch repeat, F-box 1”
	At1g12490	−3.55	F-box associated ubiquitination effector family protein
	At1g55000	−1.99	Peptidoglycan-binding LysM domain-containing protein
	At1g78840	−1.96	F-box/RNI-like/FBD-like domains-containing protein
	At2g25490	−1.58	EIN3-binding F-box protein 1
	At4g04690	−1.52	F-box and associated interaction domains-containing protein
	At1g70590	−1.44	F-box family protein
30.2: signaling. receptor kinases			
Up-regulated			
	At4g23280	2.27	Cysteine-rich RLK (RECEPTOR-like protein kinase) 20
	At3g21970	2.22	Domain of unknown function (DUF26)
	At5g40380	1.33	Cysteine-rich RLK (RECEPTOR-like protein kinase) 42
	At4g20790	1.76	Leucine-rich repeat protein kinase family protein
	At3g24550	1.61	Proline extensin-like receptor kinase 1
	At4g28670	1.41	Protein kinase family protein with domain of unknown function (DUF26)
	At5g23170	1.35	Protein kinase superfamily protein
Down-regulated			
	At4g20530	−7.70	Receptor-like protein kinase-related
	At5g59650	−3.61	Leucine-rich repeat protein kinase family protein
	At4g02420	−2.87	Concanavalin A-like lectin protein kinase family protein
	At1g11280	−2.01	S-locus lectin protein kinase family protein
	At1g61380	−1.73	S-domain-1 29
30.3: signaling. calcium			
Up-regulated			
	At1g18890	2.66	Calcium-dependent protein kinase 1
	At5g19360	2.30	Calcium-dependent protein kinase 34
	At5g62390	1.57	BCL-2-associated athanogene 7
	At4g20780	1.48	Calmodulin-like 42 Calcium; sensor involved in trichome branching
	At1g05150	1.44	Calcium-binding tetratricopeptide family protein
	At5g42380	1.40	Calmodulin-like 37
	At1g51960	1.38	IQ-domain 27
	At5g47100	1.31	Calcineurin B-like protein 9
Down-regulated			
	At1g18530	−1.89	EF hand calcium-binding protein family
	At5g55990	−1.88	Calcineurin B-like protein 2
	At2g33990	−1.68	IQ-domain 9
	At1g62480	−1.54	Vacuolar calcium-binding protein-related
	At2g41410	−1.48	Calcium-binding EF-hand family protein
	At4g34150	−1.33	Calcium-dependent lipid-binding (CaLB domain) family protein
20.1: stress. biotic			
Up-regulated			
	At2g19970	23.34	CAP (Cysteine-rich secretory proteins, Antigen 5, and Pathogenesis-related 1 protein) superfamily protein
	At3g02840	2.56	ARM repeat superfamily protein
	At4g16920	2.52	Disease resistance protein (TIR-NBS-LRR class) family
	At1g32210	1.78	Defender against death (DAD family) protein
	At2g35520	1.77	Defender against death (DAD family) protein
Down-regulated			
	At4g09950	−25.77	P-loop containing nucleoside triphosphate hydrolases superfamily protein
	At3g44400	−6.01	Disease resistance protein (TIR-NBS-LRR class) family
	At4g16860	−4.48	Disease resistance protein (TIR-NBS-LRR class) family
	At1g75040	−2.63	Pathogenesis-related gene 5
	At3g18690	−1.88	MAP kinase substrate 1
	At1g14530	−1.82	TOM THREE HOMOLOG 1 (THH1); Protein of unknown function DUF1084
	At1g58170	−1.59	Disease resistance-responsive (dirigent-like protein) family protein
	At2g25240	−1.41	Serine protease inhibitor (SERPIN) family protein
20.2.1: stress. abiotic. heat			
Up-regulated			
	At1g28210	2.40	DNAJ heat shock family protein
	At3g22530	1.97	Unknown protein
	At1g72070	1.50	Chaperone DnaJ-domain superfamily protein
Down-regulated			
	At2g29500	−4.93	HSP20-like chaperones superfamily protein
	At3g46230	−1.92	Heat shock protein 17.4
	At5g12030	−1.84	Heat shock protein 17.6A
	At1g79920	−1.84	Heat shock protein 70 (Hsp 70) family protein
	At1g59860	−1.78	HSP20-like chaperones superfamily protein
	At5g22060	−1.65	DNAJ homologue 2
	At1g71000	−1.49	Chaperone DnaJ-domain superfamily protein
	At2g03020	−1.49	Heat shock protein HSP20/alpha crystallin family
	At4g13830	−1.43	DNAJ-like 20
	At5g02500	−1.41	Heat shock cognate protein 70-1
	At1g53540	−1.34	HSP20-like chaperones superfamily protein

^a^*agp6 agp11* to wild type lower bound of fold change.

^b^ TAIR annotations [14].

Another group of stress-related genes (CAP genes; Table 3) was also notable for their signal intensities and, in particular the large increase in the respective signal intensities of two of its members compared to wild type (Table 3).

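At2g19970 and At2g19980, which lie next to each other on the chromosome, were the CAP genes that rose. At2g19980 rose from 898 ± 268 to 5629.9 ± 313 (SD, n = 3), with a log2 fold change of 2.70 (standard error 0.29, adjusted p = 8.49e-04 from limma). The 5 other CAP genes of Table 3 were bright in both genotypes and did not pass the test: At3g19690 had 4393 ± 724 and 4796 ± 1081, At1g01310 4099.7 ± 1639 and 5488 ± 1184, At4g25780 4044 ± 2067 and 4579 ± 1366, At3g09590 1395 ± 477.4 and 1371 ± 381, and At5g02730 686 ± 431 and 674 ± 319. Their adjusted p-values were 0.617 or higher. Adjusted over the list alone the same 2 of 7 genes rose. The study selected the genes on these arrays, so the count is not independent evidence.

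**Figure D3:**
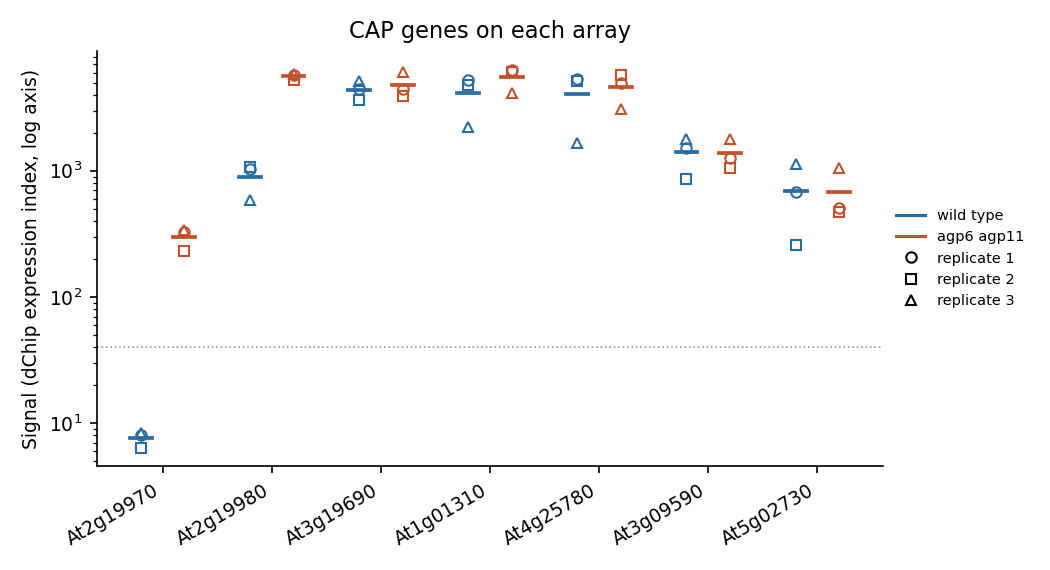
Signal of the 7 CAP genes of Table 3 on each array, on a log scale; points are the 3 arrays of each genotype and the dotted line is a signal of 40. Only At2g19970 and At2g19980 show mutant arrays that all lie above the wild type arrays by more than the spread between arrays.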

**Table 3:** Summary of expression data for genes belonging to the CAP (Cysteine-rich secretory proteins, Antigen 5, and Pathogenesis-related 1 protein) superfamily protein

**AGI locus**	**agp6 agp11 signal**	**Wild type signal**	**LBFC**^**a**^	**Wild type call**^**b**^	**Pollen tube call**	**Pollen specificity**
At2g19970	299	7.5	+ 23.0	A	A	No
At2g19980	5622	887	+ 4.8	P	P	Yes
At3g19690	4785	4400	<1.3	P	P	Yes
At1g01310	5490	4100	<1.3	P	P	Yes
At4g25780	4578	4036	<1.3	P	P	Yes
At3g09590	1367	1395	<1.3	P	P	No
At5g02730	672	686	<1.3	P	P	No

^a^*agp6 agp11* to wild type lower bound of fold change.

^b^ A = absent; P = present.

To identify possible gene interactions and/or associations we used a Web interface (GeneMANIA) which is designed to analyze gene lists and prioritize genes for functional assays [15]. Extracting the differentially expressed genes from the list of 500 genes with the highest signal intensity, a gene network was produced that highlighted a “response to heat” gene cluster (Figure 4).

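Some small heat shock protein genes were among the brightest genes of wild type pollen tubes, and 2 of these, At2g29500 and HSP17.4, fell in the mutant. At5g48570, for an immunophilin induced by heat, fell from 1412 ± 201 to 208 ± 111 (SD, n = 3; 7.53-fold), and HSP17.4 (At3g46230) fell from 2614 ± 168 to 1001 ± 359.9 (2.75-fold). HSP17.6A (At5g12030) had signals of 1087 ± 245 and 365 ± 193 (adjusted p = 0.0753, and 0.00188 with the replicate block), and At1g53540 had 3390.2 ± 468 and 1851 ± 614. Among the 500 probe sets with the highest wild type signal, whose last had a signal of 1067, 19 passed the limma test. Of these 3 were higher and 16 lower in agp6 agp11. Ranking by wild type signal alone favours genes that fall, and AGP6 and AGP11 are among the 16. Of the listed heat shock genes 6 were among the 500 and 3 of them passed. The called share was 3.8%, against 3.68% of all other probe sets (Fisher's exact test, two-sided, p = 0.811). This comparison depended on the analysis: with only probe sets above the median level it was 4.4% against 7.49% (Fisher's exact p = 0.00830), and without replicate 3 of both genotypes, a setting chosen after the data were seen, 7.8% against 4.79% (Fisher's exact p = 0.00417). With the replicate block 61 passed, 25 higher and 36 lower (Fisher's exact p = 0.00309), and the lower bound was above 1.3 for 41. The limma count was 9 without wild type replicate 1, 12 without wild type replicate 2, 9 without agp6 agp11 replicate 1 and 11 without agp6 agp11 replicate 2. HSP17.4 lost its call without wild type replicate 1, 2 or 3 (adjusted p = 0.168, 0.127 and 0.0571), without agp6 agp11 replicate 1 or 2 (0.121 and 0.0549) and with an offset of 32 before the log2 (0.0505).

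**Figure D4:**
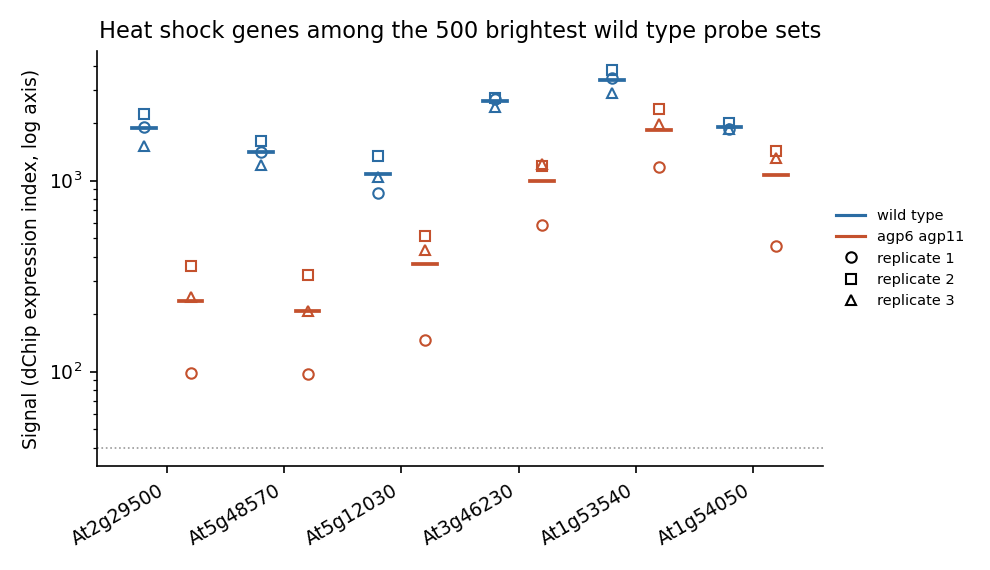
Signal of heat shock genes on each array, on a log scale; points are the 3 arrays of each genotype and the dotted line is a signal of 40. For every gene shown each mutant array lies below each wild type array, by the most for At2g29500 and At5g48570. Not all of these genes passed the limma test.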

**Figure 4:**
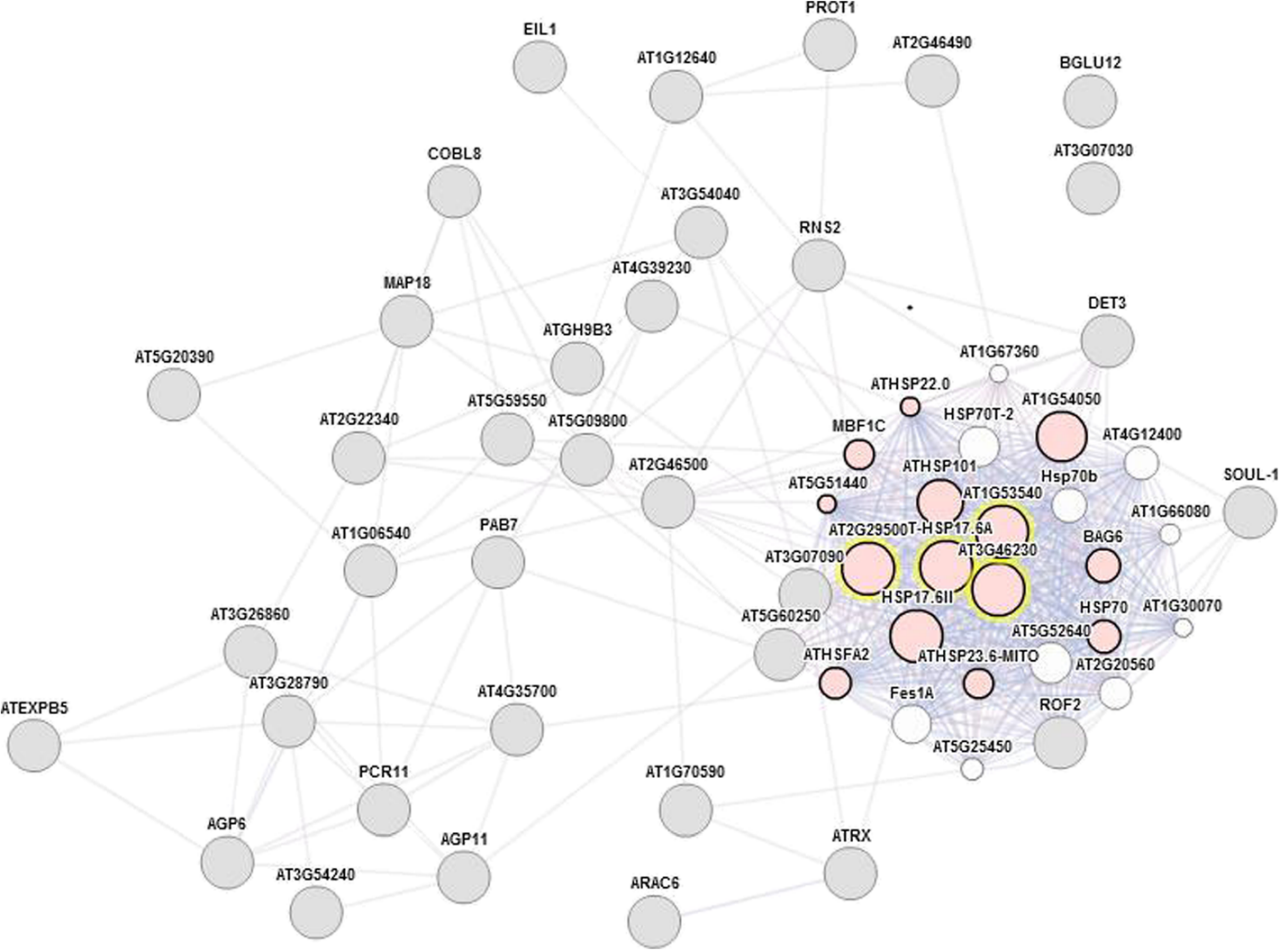
**Heat shock protein genes are differentially expressed in the *agp6 agp11 *pollen tubes.** The internet tool GeneMANIA was used to produce a gene association network. The input data was all the differentially expressed genes isolated from the 500 genes with highest signal intensities in the wild-type microarray data set. Some of those genes (At1g53540, HSP20-like chaperones superfamily protein; At3g46230, 17.4 kDa class I heat shock protein; At5g12030, heat shock protein 17.6A; At2g29500, HSP20-like chaperones superfamily protein) belong to a “response to heat” functional cluster (pink circles) [15].

### AGP6 And AGP11 interactors detected by yeast-two hybrid assays

To experimentally detect putative interactors for AGP6 and AGP11 we used the core domains of these two proteins as baits to screen a normalized Arabidopsis expression library. A whole plant cDNA library was used as it was thought to be the best choice for identifying AGP interactors. The library was generated from pools of cDNAs obtained by mRNA extracted from several organs at different developmental stages including developing inflorescences, developing siliques, and mature flowers just before, and at, anthesis. The library was normalised in order to achieve a better representation of low abundant messengers.

For the AGP6 library mating plates, 111 colonies grew on selective media. Forty-eight among them were selected randomly for sequencing and they revealed 37 unique possible candidates. 

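Most genes of the AGP6 interactors that could be named here did not pass the limma test. At1g70810, for a protein with a calcium-dependent lipid-binding (C2) domain, had signals of 424 ± 122 in wild type and 294 ± 26.9 in agp6 agp11 (SD, n = 3; adjusted p = 0.482). At5g05010, for a medium subunit of clathrin adaptor complexes, had 47.5 ± 11.7 and 34.4 ± 5.54 (adjusted p = 0.430). Of the 22 AGP6 interactors in Table 4, 9 could be named: 1 rose, 1 fell and 7 did not pass the limma test, with the same counts when adjusted over the list alone. At1g31150, an uncharacterized gene, rose at least 1.29-fold, and SCO1 (At1g62750), an elongation factor of plastids, fell from 42.3 ± 7.54 to 19.9 ± 2.75. The call of SCO1 was lost without wild type replicate 1 (adjusted p = 0.0796) and without agp6 agp11 replicate 2 (0.0635). The 13 other interactors have no probe set named in the tables used here.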

The ones that had an absent call in our array experiment as well as in other publicly available pollen and pollen tube arrays [5-7] were excluded, resulting in a set of 22 likely candidates for interaction (Table 4). For the AGP11 library mating plates only 11 colonies grew on selective media and all were sequenced. Those resulted in 5 likely candidates for interaction (Table 4).

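None of the 3 AGP11 interactors of Table 4 that could be named passed the limma test, and 1 of them fell when adjusted over the list alone. BZIP60 (At1g42990), a transcription factor of the unfolded protein response, had signals of 570.4 ± 152 and 401 ± 109 (SD, n = 3; adjusted p = 0.520). The 1 that fell over the list alone and with the replicate block was MAG1 (At3g47810). BZIP60 belongs to a list of 17 genes of endoplasmic reticulum chaperones and of the unfolded protein response, of which 7 could be named: 2 rose and 5 did not pass, and the same 2 rose when adjusted over the list alone. The genes that rose were DAD1 (At1g32210), from 106 ± 11.1 to 259 ± 59.5, and DAD2 (At2g35520), from 71.2 ± 14.7 to 172 ± 37.5, which encode a subunit of the enzyme that adds N-linked glycans to proteins. The calls were lost without wild type replicate 1 or 2 or agp6 agp11 replicate 1 (adjusted p = 0.137, 0.0581 and 0.101 for DAD1 and 0.170, 0.0976 and 0.119 for DAD2), and that of DAD1 also without wild type replicate 3 (0.0569) or agp6 agp11 replicate 2 (0.0597). As a set, the 5 named by the platform table did not pass camera (adjusted p = 0.394).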

**Table 4:** Interactors of AGP6 and AGP11 identified by Yeast two-Hybrid library screening assays

	**AGI locus**	**LBFC**^**a**^	**Gene description**^**b**^	**Expression in mature pollen**^**c**^	**Expression in pollen tube**^**c**^	**Subcellular localization**^**d**^	**Other**
AGP6	At1g62750	−1.66	Elongation factor G (SCO1)			Apoplast [16]	
	At1g70810	−1.02	Calcium-dependent lipid-binding (CaLB domain) family protein	[5-7]	[5,6]		
	At5g05010	−1.00	Clathrin adaptor complexes medium subunit family protein (MUG13.13)	[5-7]	[5,6]	Plasmodesmata [17], cytosol [18], plasma membrane [19]	Predicted GPI-attachment [20], predicted secretory pathway [21], predicted beta-barrel TM domain [22]
	At3g06650	−0.96	ATP-citrate lyase B-1	[7]	[6]		
	At1g32640	−0.95	MYC-related transcriptional activator (MYC2)		[5,6]		No predicted binding site (cacatg), but two similar sites (acacaag) in AGP6 promoter region [23]
	At1g67090	−0.93	Ribulose bisphosphate carboxylase small chain 1A (RBCS1A)	[5-7]	[5,6]	Apoplast [16]	Predicted secretory pathway [21]
	At5g55070	−0.91	Dihydrolipoamide succinyltransferase	[5], [6]	[5,6]	Mitochondrion [24]	
	At2g20580	−0.86	26S proteasome regulatory subunit N1 (RPN1A)	[6]	[6]	Cytosol [18], plasmodesmata [17]	One to five predicted alpha-helix TM domains [22], ubiquitin-binding subunit of proteasome complex [25]
	At3g61190	−0.85	BON1-associated protein 1 (BAP1)	[5], [7]	[5,6]	Plasma membrane [26]	
	At3g09440	−0.83	Heat shock protein 70-3	[5-7]	[5,6]	Cytosol [18], plasma membrane [27,28], cell wall [29], tonoplast [30], Golgi [31], apoplast [16]	Predicted secretory pathway [21]
	At5g21105	−0.77	L-ascorbate oxidase	[6]	[6]	Plasmodesmata [17], cell wall [32]	Predicted secretory pathway [21], predicted alpha-helix TM domains [22]
	At5g28540	−0.52	Luminal-binding protein 1 (BIP1)	[5-7]	[5,6]	Cell wall [29], cytosol [18], plasmodesmata [17], plasma membrane [27], ER [33], tonoplast [30], chloroplast [32]	Predicted secretory pathway [21], one to two predicted alpha-helix TM domains [22]
	At5g57560	−0.43	Xyloglucan endotransglucosylase/hydrolase 22 (TCH4, XTH22)		[6]	Cell wall [24]	Predicted secretory pathway [21], predicted alpha-helix TM domain and predicted beta-barrel TM domain [22]
	At5g15090	0.55	Mitochondrial outer membrane protein porin 2 (VDAC3)	[6]	[6]	Plasma membrane [19,28], cell wall [29]	Predicted beta-barrel TM domain [22]
	At1g16920	0.71	Ras-related small GTP-binding protein (RABA1b)	[7]			
	At3g18040	0.75	Mitogen-activated protein kinase 9 (MAPK9)	[5-7]	[5,6]		Predicted GPI-attachment [20], predicted alpha-helix TM domain [22]
	At4g05320	0.84	Polyubiquitin 10 (UBQ10)	[5-7]	[5,6]		
	At2g20990	0.87	Synaptotagmin A (SYTA)	[7]	[6]	Endosome [34], plasma membrane [19,28,35], ER [32]	Predicted secretory pathway [21], predicted alpha-helix TM domain [22]
	At1g26630	0.89	Eukaryotic translation initiation factor 5A-2 (FBR12)	[5-7]	[5,6]		Predicted GPI-attachment [20]
	At3g10740	0.92	Alpha-L-arabinofuranosidase 1 (ASD1)	[6], [7]	[6]	Apoplast [16], cell wall [36]	Predicted secretory pathway [21], one to two predicted alpha-helix TM domains [22]
	At5g11200	1.22	DEAD-box ATP-dependent RNA helicase 56	[6]	[5,6]	Cell wall [29], plasmodesmata [17]	
	At1g31150	2.50	Uncharacterized protein	[7]			Predicted secretory pathway [21], predicted alpha-helix TM domain [22]
AGP11	At3g47810	−1.43	MAG1 Homolog of yeast retromer subunit VPS29	[5-7]	[5,6]	Multivesicular body [37], endosome [38]	Mediator of protein targeting to vacuole [39]
	At1g42990	−0.97	bZIP transcription factor 60 (BZIP60)	[5-7]	[5,6]		Predicted GPI-attachment [20], predicted alpha-helix TM domain [22]
	At1g32640	−0.95	MYC-related transcriptional activator (MYC2)		[5,6]		Two predicted binding sites in AGP11 promotor region [23]
	At2g19070	−0.63	Spermidine hydroxycinnamoyl transferase (SHT)				Tapetum-specific [40], involved in exine formation [40,41]
	At2g30020	0.74	Putative protein phosphatase 2C 25	[5-7]	[5,6]	Nucleus [42,43], cytoplasm [43]	

^a^*agp6 agp11* to wild type lower bound of fold change.

^b^ TAIR gene annotations [14].

^c^ in published microarray experiments.

^d^ empirically determined in published references.

Of the putative interactors uncovered, four were selected to confirm interaction with AGP6 and one with AGP11: CaLB domain family protein (At1g70810), MAPK9 (At3g18040), UBQ10 (At4g05320) and FBR12 (At1g26630), and AP2C1 (At2G30020), respectively. All co-transformed colonies with the AGP and each candidate grew on all selective media, while each negative control did not, thus confirming the interaction (Figure 5).

**Figure 5:**
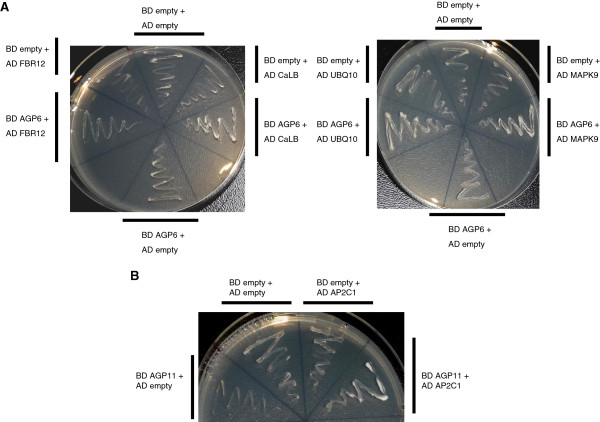
**Yeast two-hybrid experiments with candidate genes selected from the library screening.** YSD media -tryptophane, -leucine, -histidine 1 mM 3-Amino-1,2,4-triazole. Empty AD and BD vectors were used as negative controls. (**A**) Assays with* AGP6* protein core as bait and CaLB domain family protein (At1g70810), MAPK9 (At3g18040), UBQ10 (At4g05320) and FBR12 (At1g26630) as preys. (**B**) Assays with *AGP11* protein core as bait and AP2C1 (At2G30020) as prey.

## Discussion

Sexual plant reproduction relies on the transfer of pollen to the stigma, where it hydrates and germinates into a pollen tube that extends through the pistil tissues to its target, the embryo sac. The *agp6 agp11* double null mutant, besides showing a pollen tube growth defect also shows an early “inside the anther” germination phenotype. These deficiencies, provide further evidence for the role of AGPs in cell wall deposition and growth, and potentially represent a defect in receiving, or responding to, germination cues.

AGPs are a class of molecules whose study has been particularly challenging. More than 90% of the molecular mass is carbohydrate (predominantly consisting of arabinose and galactose residues), and the role of the polypeptide chain, if any, is unknown. Moreover, how the sugar content and quality varies between different gene products, and whether different gene products are identically glycosylated is equally poorly characterised. A direct consequence of this is that techniques and approaches used to study proteins often do not apply to AGPs. The massive sugar component which surrounds the protein core is likely to have a biological role but its biological interactions and mechanism of action have so far eluded characterisation. Phenotypic differences between wild type and double mutant pollen tubes can only be attributed to the lack of both AGP6 and AGP11. It is impossible to determine whether the differential gene expression is due to a direct effect of the lack of AGPs on the expression of these genes, or whether the altered expression profile is a secondary and unspecific consequence of the reduction in growth rate. However, an expression-based study should improve our understanding of AGPs and their functionality by identifying genes that are altered in response to the lack of specific AGPs. This type of investigation is likely to be particularly informative when applied to a process known to involve AGPs, in a plant structure, the pollen tube, whose transcriptome is less than a third of the genome.

This study yielded a number of candidate genes that may directly or indirectly interact with AGPs and have a role in pollen tube growth. However, a comparative analysis of the present data with the expression profile of Arabidopsis culture cells subjected to Yariv phenylglycoside reagent, which specifically binds to and precipitates AGPs [44-48], was considered to be a valuable aid to the identification of genes which may be directly affected by the lack of AGP6 and AGP11.

### Microarray screen

The overall difference obtained for expressed genes was substantial, with 1022 differentially expressed genes in the double null mutant, compared with the wild type control. These 1022 differentially expressed genes could be further classified into three subgroups: 155 genes that were expressed “de novo” in the double mutant, 168 genes that were absent in the mutant but present in the control, and a group of 699 genes whose expression levels were found to be altered but that did not affect the present/absent status.

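Among the genes that passed the test, about as many were detected in the mutant alone as in wild type alone. More were detected in both genotypes, and fewer in neither. Of the 837 probe sets called by limma, 197 were detected in agp6 agp11 alone, 200 in wild type alone, 268 in both genotypes and 172 in neither. Those detected in both comprised 182 that were higher and 86 that were lower in agp6 agp11, and the ones detected in neither 78 and 94. At2g22340 (from 2707 ± 888 to 11.6 ± 2.00; SD, n = 3) was lost in the mutant, and At5g28380, whose probe set may match several genes, fell from 422 ± 44.8 to 6.74 ± 1.68. From the genes that differ between the pollen tubes, and from the proteins found with AGP6 and AGP11 in the yeast two-hybrid screens, the paper raises the possibility of a role for these AGPs in membrane traffic and of a link to calcium by way of calmodulin. It states that direct effects cannot be separated from effects of slower growth.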

The gene clustering using MapMan software shows that the cluster “Protein” contains the largest fraction of differentially expressed genes. “Protein degradation” is undoubtedly the most represented group, in which the category of ubiquitin-mediated protein degradation is evident, with several of those genes belonging to the F-Box protein family. The F-box is a protein motif of approximately 50 amino acids that function as a site for protein-protein interaction [49]. Arabidopsis alone was reported to contain approximately 700 F-Box genes [50]. By comparison, only 20, 27, and 69 F-Box proteins are encoded by *Saccharomyces cerevisiae*, *Drosophila melanogaster*, and human genomes, respectively [51]. Such an apparent massive investment has also been found to be consistent with genetic studies linking specific plant F-Box proteins to numerous processes, including hormone perception and signaling, stress protection, chromatin remodeling, homeostasis, circadian rhythms, self-incompatibility, and defense against pathogens [52]. In Arabidopsis, recent genetic studies provided unequivocal evidence for the role of this protein degradation system during gametogenesis, which involved F-Box 17 [53] and a pair of ubiquitin-specific proteases (UBP3/UBP4) [54].

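At5g24880, described by the paper as a calmodulin, fell from 732 ± 157 in wild type to 25.9 ± 4.00 in agp6 agp11 (SD, n = 3), which is at least 18.0-fold lower. The adjusted p from limma was 1.29e-05. The calmodulin-like gene CML42 (At4g20780) had signals of 91.5 ± 19.3 and 175 ± 24.8, a log2 difference of 0.94 (standard error 0.25), and its adjusted p-values are given with the genes of Table 1. CML37 (At5g42380) had 52.4 ± 10.3 and 91.3 ± 11.5 (adjusted p = 0.0987, and 0.0298 with the replicate block). Of 33 listed genes of calcium signalling in pollen, 7 could be named: 2 rose, 1 fell and 4 did not pass the test (5 rose and 1 fell when adjusted over the list alone; 4 rose and 1 fell with the replicate block). Besides CDPK1, CPK34 (At5g19360), a calcium-dependent kinase of pollen tube growth, rose from 738 ± 208 to 2211 ± 242, and the calcium sensor gene CBL2 (At5g55990) fell from 247 ± 12.2 to 108 ± 23.64. As a set, the 3 named by the platform table did not pass camera (adjusted p = 0.410). The call of CPK34 was lost without agp6 agp11 replicate 1 (adjusted p = 0.0784), and that of CBL2 without wild type replicate 1 or 2 or agp6 agp11 replicate 1 or 2 (0.145, 0.0709, 0.119 and 0.0777).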

The analysis of the data obtained in the present work also shows calmodulins (CaMs), in the cluster of signaling by calcium, among the differentially expressed genes with highest LBFC score, namely At5g24880 and At4g20780 (CML42), the latter functioning in trichome branching and being strongly expressed in pollen as shown by CML42::GUS transgenic plants [55]. Calcium signals are known to play important roles in plant growth and development, including pollen tube growth, and CaMs are the most ubiquitous calcium sensors in eukaryotes. Popescu et al. [56] developed a protein microarray to comprehensively investigate Arabidopsis CaM/CaM-like interactions and identified new targets for these calcium sensors, one of which was an F-Box protein. The relationship between AGPs and calcium is unsurprising, as these proteins are involved in pollen tube cell wall growth, and calcium is known to regulate pollen tube growth and fertilization [57]. The data obtained may suggest an interaction of AGPs with calcium through calmodulin. This was also implied using an alternative approach to study AGP function which involved the use of (β-D-Glc)-3 Yariv reagent that specifically binds to, and presumably inactivates, a wide range of AGPs. Guan and Nothnagel [44] analyzed the gene expression profile of Arabidopsis culture cells subjected to Yariv phenylglycoside reagent for 1 and 10 h in a microarray study. Despite the specificities of the biological materials, several differentially expressed genes were found to be common between both experiments (Additional file 2). 

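Genes of Additional file 2 that fell in agp6 agp11 included MSRB3 (At4g04800), a methionine sulfoxide reductase, from 62.6 ± 15.4 to 19.66 ± 2.82 (SD, n = 3). Among those that rose were At5g05110, a cystatin gene, from 45.5 ± 4.15 to 121 ± 14.3, and BGLU16 (At3g60130), a beta glucosidase gene that did not exceed a signal of 40 on any array. Of the 29 genes of Additional file 2, 8 rose, 7 fell and 14 did not pass the limma test on the pollen tube arrays. Adjusted over the list alone, and with the replicate block, 16 rose and 13 fell. The count that passed was 8 without wild type replicate 1 and 9 without agp6 agp11 replicate 1. The study selected these genes on the same arrays by their fold change, so the count is not independent evidence, and the Yariv experiment is not analysed here.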

The values of LBFC used in the present work could not be used for direct comparison with the data of Guan and Nothnagel [44]. However, all values of fold change of *agp6 agp11* genes shown in Additional file 2, have values of LBFC above the threshold of 1.3, which was the criterion used in our analysis. 

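All 29 genes of Additional file 2 had a lower confidence bound above 1.3 here too, computed from the spread between arrays. The study selected them by this bound on the same arrays, so this is not independent evidence. The syntaxin gene SYP73 (At3g61450), with signals of 128 ± 5.24 and 243 ± 51.3 (SD, n = 3), had a bound of 1.51, an adjusted p of 0.0871 from limma and of 0.0106 with the replicate block. The cytochrome P450 gene CYP81D8 (At4g37370) had 44.2 ± 10.1 and 122 ± 54.6, a bound of 1.54, and adjusted p-values of 0.0761 and 0.00170.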

Genes altered in Yariv-treated cells also include several heat-shock protein genes, which is a functional group also found to be affected in *agp6 agp11*.

Comparative pistil transcriptome analyses [58,59] identified a number of genes encoding proteins potentially involved in stress and defense responses. This is particularly interesting as there is evidence that the molecules involved in pollination and stress/defense responses may be evolutionary and functionally related. Many authors have proposed that certain self-incompatibility mechanisms may have arisen through the modification of pre-existing pathogen defense mechanisms [60].

The analysis of the stress cluster of the present data shows that the genes associated with biotic and abiotic types of stress, namely PR and heat shock protein genes, had their expression levels significantly shifted. In this cluster, genes such as At2g19970 and At2g19980 code for proteins of the CAP (cysteine-rich, antigen 5 and pathogen-related 1 protein) superfamily. 

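PR5 (At1g75040), a thaumatin-like pathogenesis-related protein gene, fell from 171 ± 90.24 in wild type to 30.1 ± 13.6 in agp6 agp11 (SD, n = 3), which is at least 3.74-fold lower. The transcription factor genes ERF4 (At3g15210) and RHL41 (At5g59820), of ethylene and of light and cold stress responses, fell from 192 ± 45.7 to 69.5 ± 9.93 and from 358 ± 124 to 127 ± 23.0. MKS1 (At3g18690), a substrate of a MAP kinase of defence, fell from 60.2 ± 17.3 to 22.5 ± 2.25, and HSPRO2 (At2g40000) rose from 85.9 ± 8.37 to 285 ± 132. Of 18 listed genes of wound, touch and defence responses, 8 could be named: 1 rose, 4 fell and 3 did not pass the test (2 rose and 4 fell when adjusted over the list alone; the same counts with the replicate block). The median log2 change of the 8 was -0.85, while camera on the 3 named by the platform table gave the opposite direction and did not pass (adjusted p = 0.626). All 5 calls were lost without wild type replicate 1 (adjusted p = 0.0537 for PR5, 0.0590 for ERF4, 0.0528 for RHL41, 0.0737 for MKS1 and 0.115 for HSPRO2) and without agp6 agp11 replicate 1 (0.0702, 0.0569, 0.138, 0.0533 and 0.0767). HSPRO2 was lost also without wild type replicate 2 (0.0850), and RHL41 without wild type replicate 2 or 3 or agp6 agp11 replicate 3 (0.0753, 0.0515 and 0.0575).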

Members of the CAP superfamily are widespread in living organisms, [61], and have been intensely studied in mammalian fertilization mechanisms. They are most often secreted proteins and are involved in several processes including cell adhesion during fertilization. The plant pathogenesis proteins of the PR-1 family, which are synthesized during pathogen infection or other stress-related responses, belong to the CAP superfamily but the precise functions of these proteins are still unresolved. In a recent study [62] it was suggested that the glioma pathogenesis-related 1 (GLIPR1L1), along with other members of the CAP superfamily and several other proteins, are involved in the binding of sperm to the oocyte complex. Also, in a work of microarrays of rice embryo sac cells [63], it was revealed that allergen V5/Tpx-1-related proteins, which are members of the CAP superfamily, are abundant in the rice synergid cell. Collectively these findings strengthen the possible role of CAP domain-containing proteins in cellular adhesion and fertilization.

The high level of expression of 7 members of the CAP superfamily in Arabidopsis pollen tube is relevant given their predicted signaling function. Moreover, knowing that these proteins are most likely secreted and the fact that one of its members (At2g19970) is only present in the *agp6 agp11* double mutant, may indicate some type of relationship between AGPs and CAP processing.

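At2g19970 had signals of 8.06, 6.41 and 8.29 on the wild type arrays and of 328, 230.5 and 340.3 on the agp6 agp11 arrays. It rose at least 7.38-fold, with an adjusted p of 2.99e-06 from limma. By a signal above 40 it was detected on all 3 mutant arrays and on no wild type array. Its neighbour At2g19980 was detected in both genotypes.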

Application of a different bioinformatic tool, GeneMania, a co-expression network was obtained which highlighted a stress functional gene cluster. Surprisingly, some of the genes correlated with those whose expression was found to be altered by treatment with Yariv reagent for 10 h (At2g29500, At3g46230, At1g53540 and At5g12030) [44]. Guan and Nothnagel [44] compared the genes that were induced by Yariv treatments with genes whose expression had been previously been shown to be induced by other conditions and concluded that the gene expression profile induced by Yariv treatment was similar to that of wound response. Knowing that pollen tube growth and discharge and the defense against fungal attack are alike in many respects, and that both pollen tubes and fungi exploit similar receptor proteins [64,65] we propose a role for AGPs in this process where, apparently, pollen tube and fungal hyphae activate plant cell responses.

### Yeast two-hybrid experiments

To identify possible AGP6 and/or AGP11 interactors, yeast two-hybrid experiments were performed. These experiments revealed some interesting partners involved in the proteosome-independent roles of ubiquitination in signaling and endocytosis.

Besides the well-known role in proteosome degradation, ubiquitin conjugation is also involved in down-regulation of membrane receptors, transporters and channels. Ubiquitination of plasma membrane proteins leads to their endocytosis into the multivesicular endosome and most members of the ubiquitin ligase family responsible for trafficking of diverse proteins carry an N-terminal calcium-dependent lipid/protein C2 domain that specifically binds phosphoinositides in yeast [66,67].

Endosomes are primarily intracellular sorting organelles, and receive proteins and lipids from both the biosynthetic and the endocytic pathways. Plasma membrane proteins that are internalized by endocytosis are either recycled back to the plasma membrane or sorted for degradation, which is achieved by intermediate/late endosomes, also called multivesicular bodies (MVBs) [68,69].

It is known that pollen tubes grow by rapid tip localized exocytosis, most probably coordinated with an also tip localized endocytosis. Using Arabidopsis and Nicotiana pollen tubes as models, Zhao et al. [70] showed that phosphatidylinositol-4-phosphate 5-kinase 6 (PIP5K6) regulates clathrin-dependent endocytosis in pollen tubes.

The internalization and secretion of arabinogalactan-rich glycoproteins through MVBs has been described but only microscopically [71,72]. The data obtained in the present study suggests a physiological interaction of AGPs with members of the endosomal system, and that AGP6 and AGP11, two specific and highly expressed proteins in Arabidopsis pollen and pollen tubes may be involved in this signaling pathway that sends and recycles proteins to the extracellular matrix. In the yeast two-hybrid screening assays, clathrin adaptor complexes were present such as MUG13.13 and MAPK9, SYTA (a transmembrane protein involved in membrane trafficking), RABA1b (a small GTP binding protein also involved in intracellular protein trafficking) and MAG1 (a homolog of the yeast retromer subunit VPS29). These results give further support for the clathrin machinery of receptor internalization in pollen tubes.

Although AGPs are presumably acting extracellularly, they are targeted to the outer leaflet of the plasma membrane through vesicles, which originate in the ER and Golgi network. During the trafficking into the extracellular matrix it is probable that AGPs interact with cytosolic proteins such as bZIP60 or FBR/eIF5A, two regulatory proteins that were identified in the yeast two-hybrid experiments.

With endocytosis established as an essential plant cell function [69] and AGP6 and AGP11 supposedly involved in this process, we looked further into the microarray data. Three Rab GTPases known as specific molecular markers of plant endosomes, Ara6 (At3g54840), Ara7 (At4g19640) and Rha1 (At5g45710, also a member of the heat stress transcription factor family) are all down-regulated in *agp6 agp11.* RabA2 (At3g46830) and RabA3 GTPases define a trans-Golgi endosomal membrane that overlays with VHA-a1 (At2g28520) one of the isoforms of a membrane integral V-ATPase specifically localized to the TGN [73]. 

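Among genes of endosomal traffic, RABA2c (At3g46830), the RabA2 GTPase of the trans-Golgi network, fell from 850.1 ± 309 to 277 ± 109 (SD, n = 3), a 3.13-fold decrease. ARA6 (At3g54840) had signals of 99.3 ± 16.5 and 65.1 ± 9.45 (adjusted p = 0.247 from limma, and 0.0453 with the replicate block). At5g45710, named as Rha1 and as a heat stress transcription factor in the same sentence, fell from 215 ± 43.6 to 69.1 ± 11.0 (adjusted p = 0.00636). In the reference gene table At5g45710 and the Rab GTPase gene At5g45130 both carry the symbol RHA1, and At5g45130 had 381 ± 74.5 and 629 ± 86.8 (adjusted p = 0.226, and 0.0201, as higher, with the replicate block). The VHA-a1 gene of the V-ATPase (At2g28520) had 75.9 ± 15.1 and 88.2 ± 20.4 (adjusted p = 0.792). Of 12 listed endosomal Rab GTPases 3 could be named, of which 1 fell and 2 did not pass (1 rose and 2 fell when adjusted over the list alone; the same with the replicate block). Of 11 listed genes of clathrin and adaptor complexes 5 could be named and none passed, adjusted over the list alone or by camera as a set (adjusted p = 0.60). The call of RABA2c (adjusted p = 0.0495; 3.54e-04 with the replicate block) was lost without wild type replicate 1, 2 or 3 (0.178, 0.0637 and 0.120), without agp6 agp11 replicate 1 or 2 (0.139 and 0.127) and with an offset of 32 before the log2 (0.0711), and that of At5g45710 without wild type replicate 1 (0.0528).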

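DET3 (At1g12840), the gene of V-ATPase subunit C, fell from 1902 ± 414 in wild type to 113 ± 22.9 in agp6 agp11 (SD, n = 3), a 16.8-fold decrease. Its log2 fold change was -4.07 (standard error 0.28, adjusted p = 5.57e-05 from limma). In the opposite direction, VHA-C3 (At4g38920), for a proteolipid subunit of the membrane sector, rose from 71.2 ± 9.46 to 159 ± 29.9. Of 28 listed V-ATPase genes, 14 could be named: 1 rose, 1 fell and 12 did not pass the test (4 rose and 1 fell when adjusted over the list alone; 3 rose and 1 fell with the replicate block). As a set, the 9 named by the platform table did not pass camera (adjusted p = 0.626). The call of VHA-C3 was lost without wild type replicate 1 or 2 (adjusted p = 0.180 and 0.0889) or agp6 agp11 replicate 1 or 2 (0.0551 and 0.0874).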

Another subunit of V-ATPases, DET3, is one of the most down-regulated genes in the present study and known to be involved in plant growth and development [74].

A C2 domain is a protein structural domain involved in targeting proteins to cell membranes. C2 domains are modular lipid-binding domains found in a variety of proteins with functions that include vesicular transport, GTPase regulation, lipid modification, protein phosphorylation, and ubiquitylation [75]. The most extensively studied proteins included in the last group are the synaptotagmins (SYT). There are reports describing the involvement of C2-domain proteins in plant responses to abiotic and biotic stresses. Yang et al. [26,76] showed that the Arabidopsis C2-domain protein, BAP1, acts as a negative regulator of programmed cell death induced by biotic stimuli. This gene is differentially expressed in the present microarray experiment and in the Yariv microarray experiment described by Guan and Nothnagel [44]. The third most up-regulated gene in the present data set is a calcium-dependent lipid binding protein, CaLB (At3g57880), a C2 protein which is also up-regulated in the Yariv array. It seems relevant to highlight that the C2 calcium-dependent membrane targeting protein At1g70810 was identified as an AGP6 interactor in the yeast-two hybrid assay. Furthermore, in a yeast two-hybrid assay performed on Nicotiana alata [77] to identify pollen proteins potentially involved in deciphering chemical signals provided by the pistil, two pistil-specific AGPs from the transmitting tract were used to hybridize against a pollen cDNA library. 

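At3g57880 rose from 44.7 ± 7.55 in wild type to 1141 ± 363 in agp6 agp11 (SD, n = 3), a 25.0-fold increase. Its wild type signals of 45.7, 51.7 and 36.7 lie near the signal minimum of 40, so this fold depends on that minimum. Its log2 fold change of 4.64 (standard error 0.29, adjusted p = 3.08e-05 from limma) ranked 5 among the rises that passed the test and did not overlap between genotypes. For the 4 ranked above it no wild type array exceeded a signal of 40, so their order against At3g57880 is not determined. By the lower bound of the fold change it ranked 4 here and 3 by the bounds printed in Additional file 1. The C2 domain gene At4g34150 of Table 2 had signals of 245 ± 41.6 and 144 ± 26.3 (adjusted p = 0.173, and 0.0149 with the replicate block).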

The authors found three pollen proteins that interacted with those pistil AGPs, one of which was a C2 domain-containing protein (NaPCCP).

Analysis of the present results further identified a possible involvement of AGP6 and AGP11 in membrane trafficking, and that a plant retromer may be present in pollen tubes where the movement of vesicles is very important. A retromer is a multiprotein complex that is strongly conserved in eukaryotes. It is involved in the recycling of transmembrane receptors, which mediate the transport of vacuolar/lysosomal hydrolases [78]. In yeast, retromers consist of a large subunit with three vacuolar protein sorting (VPS) proteins, VPS35p, VPS29p and VPS26p. Homologs of these proteins are present in mammals and in plants. Recently, Oliviusson et al. [37] showed that the three VPS proteins, namely VPS35 (At3g51310), VPS29 (At3g47810), and VPS26 (At5g53530) of the plant retromer complex are localized to multivesicular bodies (MVBs) in tobacco BY2 cells. 

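The retromer gene MAG1 (At3g47810), the homolog of VPS29, had a signal of 130.1 ± 4.64 in wild type and 83.3 ± 2.96 in agp6 agp11 (SD, n = 3). VPS26A (At5g53530) had 55.2 ± 6.29 and 88.7 ± 9.75, a difference in the opposite direction. The log2 fold changes were -0.64 for MAG1 (standard error 0.20) and 0.69 for VPS26A (standard error 0.20). The adjusted p-values from limma were 0.148 and 0.128, and with the replicate block they were 0.0349 and 0.0451. Of 6 listed retromer genes only these 2 could be named; neither passed the test over all probe sets, and adjusted over the list alone 1 fell and 1 rose. The lower confidence bound of the fold change was -1.49 for MAG1 and 1.38 for VPS26A.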

MAG1, a homolog of VPS29, is differentially expressed in the present array, as is VPS26. Besides, VPS29 is also differentially expressed in the Yariv microarray data and MAG1 is one of the AGP11 interactors in the yeast-two hybrid experiment. Recent data strongly suggest that the retromer complex has conserved a function in mediating retrograde trafficking [38] and that VPS29 is involved in the cycling of certain PM proteins and required for the establishment of cell polarity during organ initiation in plants [66].

A working model for the role of AGPs in pollen tube development which integrates the data obtained in this work is proposed (Figure 6).

**Figure 6:**
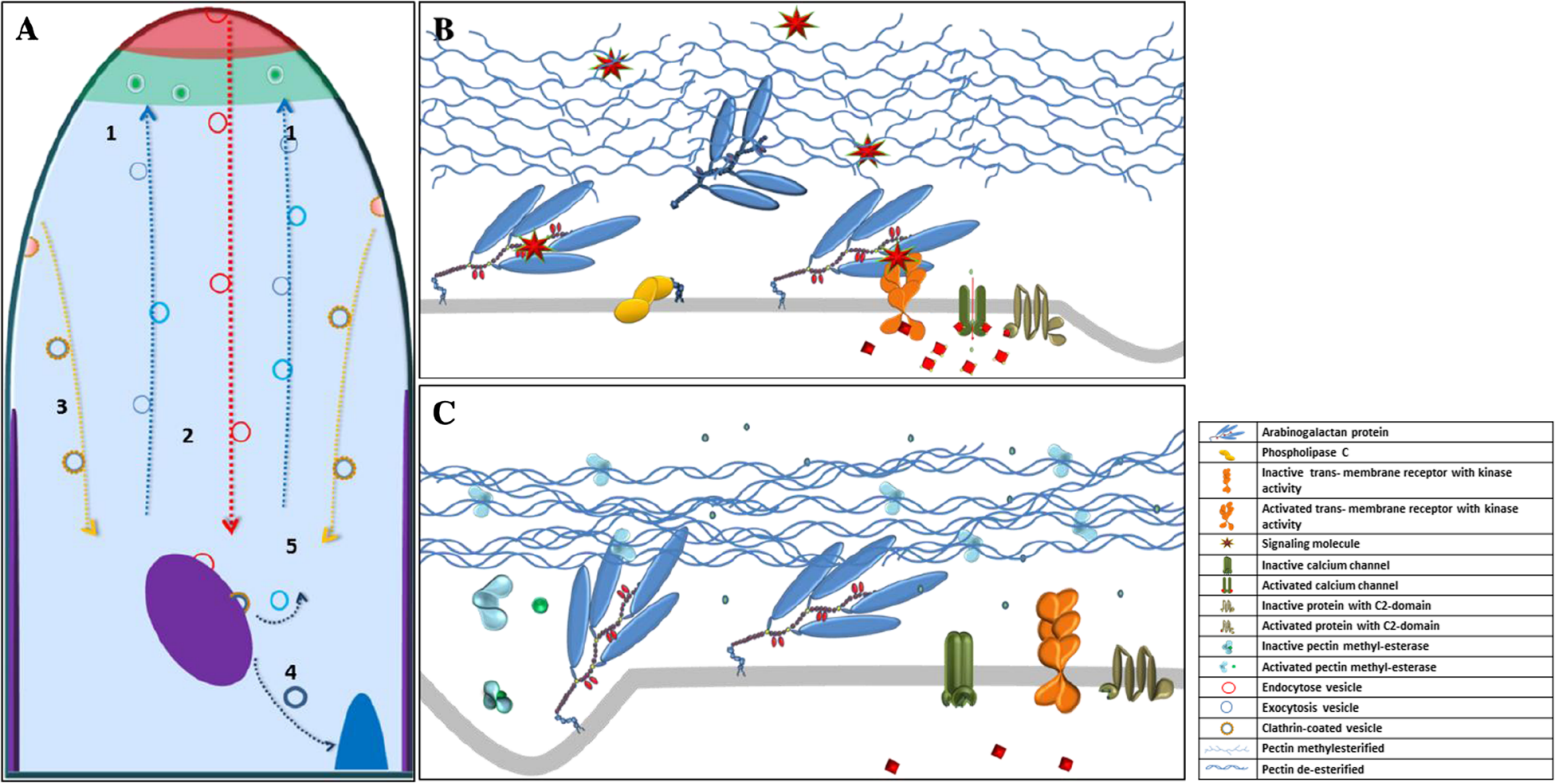
**A model for the role of AGPs in pollen tube growth.** (**A**) Accepted model for pollen tube growth [70,79], illustrating vesicle exocytosis (1), smooth endocytosis (2), clathrin vesicle endocytosis (3), the pathway into degradation (4) and the recycling pathway (5). The apical dome (red), the exocytosis region (green), the multivesicular body (purple) and the vacuole (blue) are shown. (**B**) Proposed model for AGP signaling role in the pollen tube apical dome. AGPs act as receptors for extracellular signals and interact with transmembrane proteins, possibly receptor kinases or C2 domain-containing proteins. These interactions lead to opening of calcium channels, triggering various intracellular events. During pollen tube growth, AGPs are recycled by endocytosis, and either reused or sent for degradation, through multivesicular bodies. (**C**) Proposed model for the sub-apical zone. The hardening of cell wall pectins resulting from complexing with calcium hinders AGP contact with putative signal molecules, rendering AGPs inactive.

## Conclusions

It is known that plant cells recycle pectins and AGPs [80]. Pectin cross-linking calcium may be removed and pectins recycled, maintaining the loosened walls essential for growth. AGPs can also be recycled, to maintain their concentration level at the pollen tube apex necessary for them to perform a signaling role.

All the data obtained in the present work emphasizes the remodeling of the plasma membrane via endocytosis. Endosomal trafficking pathways are emerging as fundamental regulators of the wall physiology, involved in multiple signaling pathways and developmental processes. The interaction of AGP6 and AGP11 with members of the pollen tube endosome machinery provides strong evidence for the recycling of these cell wall proteins (Figure 6).

It is our understanding that as we continue to unravel the signal transduction processes involved in intercellular communication during pollen/pistil interaction, we will discover more about the function of AGPs.

## Methods

### Plant material and growth conditions

A Ds-tagged *agp6 agp11* homozygous double null mutant line [11] obtained from crossing RIKEN lines Ds54-4754-1 and Ds11-4025-1 (RIKEN GSC *Arabidopsis* Ds transposon tag line collection, [81]), was used for pollen harvest and plants from the ecotype Nossen (No-0 Line N3081 NASC) were used as control. All plants were germinated and grown in half strength Murashige and Skoog (MS) medium complemented with 0.7% agar. Plantlets were then transferred to soil and kept in a growth chamber at 22°C under long days (16 h light/8 h dark), irradiance of 130 μmol m^-2^ s^-1^ and 60% relative humidity.

### Pollen isolation and pollen tube culture

Pollen was collected from newly opened flowers and germinated according to Dardelle et al. [82]. Forty open flowers of Arabidopsis were introduced in each 1.5 mL microtube, and gently vortexed with 1 mL of pollen growth medium (5 mM KCl, 5 mM CaCl_2_, 1 mM MgSO_4_, 0.01% H_3_BO_3_, 10% Sucrose, pH 7.4) for 5 min. The flowers were then removed with forceps, the microtubes centrifuged for 3 min at 3000 rpm and the supernatant discarded. The pelleted pollen destined for pollen tube culture was combined in groups of three and resuspended in 1.25 mL of fresh pollen growth medium. The preparation was then transferred to 20 mm diameter flat bottom flasks and incubated at 22°C in the dark for 8 h. The germinated pollen tubes were then washed through a 60 μm mesh nylon net filters (Millipore NY6004700) with growth medium in order to discard ungerminated pollen grains. Pollen tubes from approximately 1600 flowers were used to obtain each independent replicate for *agp6 agp11* and for wild type.

### RNA isolation, target synthesis and hybridization to affymetrix GeneChips

Total RNA was extracted using the RNeasy Mini Kit (Qiagen, Hilden, Germany). Concentration and purity was determined by spectrophotometry and integrity was confirmed using an Agilent 2100 Bioanalyzer with a RNA 6000 Nano Assay (Agilent Technologies, Palo Alto, CA).

RNA was processed for use on Affymetrix (Santa Clara, CA, USA) GeneChip Arabidopsis ATH1 Genome Arrays, according to the manufacturer’s GeneChip 3′ IVT Express kit user manual. Briefly, 100 ng of total RNA containing spiked in Poly-A RNA controls was used in a reverse transcription reaction (GeneChip 3′ IVT Express Kit; Affymetrix) to generate first-strand cDNA. After second-strand synthesis, double-stranded cDNA was used in a 16 h *in vitro* transcription (IVT) reaction to generate aRNA (GeneChip 3′ IVT Express Kit; Affymetrix). Size distribution of the aRNA and fragmented aRNA, respectively, was assessed using an Agilent 2100 Bioanalyzer with a RNA 6000 Nano Assay.

15 μg of fragmented aRNA was used in a 300 μl hybridization cocktail containing added hybridization controls. 200 μl of mixture was hybridized on arrays for 16 h at 45°C. Standard post hybridization wash and double-stain protocols (FS450_0004; GeneChip HWS kit, Affymetrix) were used on an Affymetrix GeneChip Fluidics Station 450. Arrays were scanned on an Affymetrix GeneChip scanner 3000 7 G.

### GeneChip data analysis

Scanned arrays were analyzed first with Affymetrix Expression Console software to obtain Absent/Present calls and to assure that all quality parameters were in the recommended range. Subsequent analysis was carried out with DNA-Chip Analyzer (dChip) 2010 (http://www.dchip.org, Cheng Li Lab, Harvard). The 6 arrays were normalized to a baseline array with median CEL intensity by applying an Invariant Set Normalization Method [83]. Normalized CEL intensities of the arrays were used to obtain model-based gene expression indices based on a PM (Perfect Match)-only model [84]. Replicate data (triplicates) for the conditions were weighted gene-wise by using inverse squared standard error as weights. Genes compared were considered to be differentially expressed if the 90% lower confidence bound of the fold change between experiment and baseline was above 1.3. The lower confidence bound criterion means that we can be 90% confident that the fold change is a value between the lower confidence bound and a variable upper confidence bound. Li and Wong [83,84] have shown that the lower confidence bound (LBFC) is a conservative estimate of the fold change and therefore more reliable as a ranking statistic for changes in gene expression.

### Quantitative real-time PCR (qPCR)

Samples from the same RNA preparations used in the microarray experiment were reverse transcribed using Promega Reverse Transcription System and poly(dT)_12–18_ to prime the reactions. cDNA was amplified using the iQ™ SYBR® Green Supermix on the iQ™5 Real-Time PCR Detection System (Biorad).

All qPCR reactions were run in duplicates. Thermocycle settings were as follows: Initial denaturation of 3 min at 95°C, followed by forty cycles, each consisting of 10 s at 95°C, 30 s at 56°C and 30 s at 72°C. After each run, a dissociation curve was acquired to check for amplification specificity by heating the samples from 60 to 95°C.

Serial dilutions of both *agp6 agp11* and wild type pollen tube cDNA were used to determine the efficiency curve of each primer pair. The primers used are listed in Table 5. UBQ10 was used as internal reference gene. At the end of the PCR cycles, the data was analyzed with the iQ5 2.0, Standard Edition Optical System Software v2.0.148.060623 (Biorad), using the Livak calculation method [85].

**Table 5:** Oligonucleotide primer sequences used in qPCR and in reverse-transcription PCR assays

**AGI ID**	**primer ID**	**Forward primer**	**Reverse primer**
At4g05320	UBQ10	gctccgacaccattgacaac	acgcaggaccaagtgaagag
At1g71380	ATCEL3	tctccaagtcattgctcttcttcc	cgttgtctcctgcgtcatagtac
At3g60570	ATEXPB5	gcaaacggtgatgggaacttcg	ggacacggcggaggtaagc
At5g11110	ATSPS2F	tggtggtgttcgtgggagattcag	ttagcctcggtgatgttgggactg
At1g53540	HSP17.6C-CI	ggcaaacgcacccgctatg	ttcacctcttccttcctcagtcc
AT2g46500	AT2g46500	agacggctcaaacgctcagaatc	cggatagggcttcgaggaatgc
At2g39890	PROT1	atggcgagaggcgggtac	gtggttggctagaatgaatgtgag
At1g50490	UBC20	agatcctccggcgtctaatgg	tgcttcctgttattgtccctttcc
At5g60250	AT5g60250	cggttacagatggaggaggcactc	aggacaccacacgtagccacaatc
At1g68610	At1g68610	ctctaacgaccaaccaagccaag	acatcgctccgctcacacc
At4g27960	UBC9	gtttcaccaccctttcttc	aaatcccacgatcaaattcc
At2g19970	At2g19970	gagacattctgatggaccttacg	tccgagacttaacgattgattgg
At1g65760	At1g65760	cgatgattcctacattagcagac	aagacgcaacgggtaacg
At2g22340	At2g22340	gcgacggtgggatttcaggaactg	gatgggagcggcaacggatgtg
At5g28380	At5g28380	aagcacactgcgaccaaggc	cagcggctcatggatctcactac
At4g09950	At4g09950	ggaggatgtgaaggagcaattagc	tcttgttgagttcggtgcgtaac
At1g12840	DET3	cggcgttcttggcatgtgtc	agcaaggttgatagtgaaggagac
At1g51490	BGLU36	gccgtactctctcgctgtcaaag	atgagccagaagttcgtgatgtcc
At3g57880	C2 domain-containing protein	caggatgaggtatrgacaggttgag	gcggcaatcaagcagaacaag
At4g20780	CML42	cccaagcctaaacgcacttcg	acggtggatttgagatcggagag
At2g19970	CAP (Antigen 5)	gagacattctgatggaccttacg	tccgagacttaacgattgattgg
At2g19980	CAP (allergen V5)	gcacagaggtacgctaacg	ggtggcataattgtaataaggc

### Semi quantitative reverse transcription (RT)-PCR

cDNA samples used in qPCR experiments were also used in the RT-PCR assays. RT-PCR reactions were done on 8 genes, and two reference genes, UBC9 and UBQ10 (Table 5). PCR reactions were set up with DreamTaq DNA Polymerase (Fermentas). Each PCR reaction was initiated with a 5 min denaturation at 95°C followed cycles of 30 s at 95°C, 30 s at 56°C (for all primer pairs) and 30 s at 72°C. Samples were taken after 25, 30 and 35 cycles. cDNA quantities were normalized for each sample using the two reference genes. Band intensity was assessed using Kodak DC120 Gel Electrophoresis Analysis System.

### Yeast Two-hybrid library screening assays

The predicted peptide cores of AGP6 and AGP11, followed by a stop codon, were individually cloned into the pGBTKT7 vector (Clontech, Palo Alto, CA), modified at the XmaI site to include a Gateway cassette. The bait constructs were introduced in the α-Y187 strain [86]. YPAD, SD, and appropriate dropout media have been described previously [87].

The bait strains were mated with a normalized *Arabidopsis thaliana* total plant cDNA library cloned in pGADrec (Sommer and Masiero, unpublished data) and introduced in the α-AH109 yeast strain (Clontech).

Colonies that grew on all selective media (−Trp-Leu-Adenine-His and supplemented with 15 mM 3-Amino-1,2,4-triazole) were further characterized. The pGADrec plasmids were rescued and cDNA insert was amplified by PCR and sequenced.

### Yeast Two-hybrid interaction assays

cDNA of each candidate gene was used to perform confirmation of the interaction. RNA was extracted from Arabidopsis inflorescences containing flowers in several stages of development using the RNeasy Mini Kit (Qiagen). cDNA was synthesized with the RevertAid First Strand cDNA Synthesis Kit (Thermo Scientific, Waltham, MA, USA). Full-length cDNA of these genes was amplified by PCR (Table 6) with Phusion High-Fidelity DNA Polymerase (New England Biolabs, Ipswich, MA, USA) and purified from agarose gel using the GeneJET Gel Extraction Kit (Thermo Scientific). In case of alternative splicing forms, the splice selected was the one corresponding to the mature form according to TAIR. The cDNA sequence of each gene was individually cloned into the pGADT7 vector (Clontech).

**Table 6:** Oligonucleotide primer sequences used in the DNA constructions for the Y2H assays

**AGI ID**	**primer ID**	**Forward primer**	**Reverse primer**
At5g14380	AGP6	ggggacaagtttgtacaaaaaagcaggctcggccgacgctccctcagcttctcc	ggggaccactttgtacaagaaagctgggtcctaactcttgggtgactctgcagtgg
At3g01700	AGP11	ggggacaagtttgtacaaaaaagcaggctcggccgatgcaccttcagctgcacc	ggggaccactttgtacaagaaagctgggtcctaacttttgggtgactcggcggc
At1g26630	FBR12	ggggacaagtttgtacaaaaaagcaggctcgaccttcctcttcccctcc	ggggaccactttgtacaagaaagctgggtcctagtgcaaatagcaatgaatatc
At4g05320	UBQ10	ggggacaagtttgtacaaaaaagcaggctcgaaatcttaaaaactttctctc	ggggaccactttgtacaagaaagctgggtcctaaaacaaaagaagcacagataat
At3g18040	MAPK9	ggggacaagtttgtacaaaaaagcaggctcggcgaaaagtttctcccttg	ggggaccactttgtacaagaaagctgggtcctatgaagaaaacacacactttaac
At1g70810	CaLB domain family protein	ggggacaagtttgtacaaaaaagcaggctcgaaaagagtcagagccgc	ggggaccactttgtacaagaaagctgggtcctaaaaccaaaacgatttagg
At2g30020	AP2C1	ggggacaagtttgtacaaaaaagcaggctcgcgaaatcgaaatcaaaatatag	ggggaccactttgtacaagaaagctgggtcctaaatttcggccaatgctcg

Each bait/prey pair was introduced in the α-AH109 yeast strain (Clontech), and as a control for autoactivation false-positives, each bait was also co-transformed into the yeast strain with the empty AD vector, and each prey was co-transformed with the empty BD vector. Bait/prey pair colonies that grew on all selective media (−Trp-Leu-Adenine-His and supplemented with increasing concentrations of 1 mM to 2.5 mM 3-Amino-1,2,4-triazole) were considered positive for interaction.

## Authors’ contributions

MC carried out the molecular genetic studies; MSN carried out the yeast-two-hybrid assays; SM designed the yeast-two-hybrid assays; JB carried out the microarray experiment; MIA participated in the data analysis; LGP participated in the design of the study and helped to draft the manuscript. SC, PI of the project conceived the study and its coordination and drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 ***agp6 agp11* mutant microarray data.** Click here for file

Additional file 2 Differentially expressed genes common to agp6 agp11 mutant and treatment with Yariv phenylglycoside reagent for 1 h and 10 h. Click here for file

## References

[B1] CampanoniPBlattMRMembrane trafficking and polar growth in root hairs and pollen tubesJ Exp Bot200758165741687345110.1093/jxb/erl059

[B2] BeckerJDBoavidaLCCarneiroJHauryMFeijóJATranscriptional profiling of Arabidopsis tissues reveals the unique characteristics of the pollen transcriptomePlant Physiol200313371372510.1104/pp.103.02824114500793PMC219046

[B3] HonysDTwellDComparative analysis of the Arabidopsis pollen transcriptomePlant Physiol2003132264065210.1104/pp.103.02092512805594PMC167004

[B4] PinaCPintoFFeijóJABeckerJDGene family analysis of the Arabidopsis pollen transcriptome reveals biological implications for cell growth, division control, and gene expression regulationPlant Physiol2005138274475610.1104/pp.104.05793515908605PMC1150393

[B5] WangYZhangWZSongLFZouJJSuZWuWHTranscriptome analyses show changes in gene expression to accompany pollen germination and tube growth in ArabidopsisPlant Physiol200814831201121110.1104/pp.108.12637518775970PMC2577266

[B6] QinYLeydonARManzielloAPandeyRMountDDenicSVasicBJohnsonMAPalaniveluRPenetration of the stigma and style elicits a novel transcriptome in pollen tubes, pointing to genes critical for growth in a pistilPLoS Genet200958e100062110.1371/journal.pgen.100062119714218PMC2726614

[B7] HonysDTwellDTranscriptome analysis of haploid male gametophyte development in ArabidopsisGenome Biol2004511R8510.1186/gb-2004-5-11-r8515535861PMC545776

[B8] BornerGHHSherrierDJWeimarTMichaelsonLVHawkinsNDMacAskillANapierJABealeMHLilleyKSDupreePAnalysis of detergent-resistant membranes in Arabidopsis. Evidence for plasma membrane lipid raftsPlant Physiol200513710411610.1104/pp.104.05304115618420PMC548842

[B9] YarivJLisHKatchalskiEPrecipitation of arabic acid and some seed polysaccharides by glycosylphenylazo dyesBiochem J196710511C2C606983310.1042/bj1050001cPMC1198314

[B10] EllisMEgelundJSchultzCJBacicAArabinogalactan-proteins: key regulators at the cell surface?Plant Physiol201015340341910.1104/pp.110.15600020388666PMC2879789

[B11] CoimbraSCostaMJonesBMendesMAPereiraLGPollen grain development is compromised in Arabidopsis agp6 agp11 null mutantsJ Exp Bot200960113133314210.1093/jxb/erp14819433479PMC2718217

[B12] CoimbraSCostaMMendesMAPereiraAMPintoJPereiraLGEarly germination of Arabidopsis pollen in a double null mutant for the arabinogalactan protein genes AGP6 and AGP11Sex Plant Reprod201023319920510.1007/s00497-010-0136-x20162305

[B13] ProvartNZhuTA browser-based functional classification superviewer for arabidopsis genomicsCurrents Comput Mol Biol2003271272

[B14] BerardiniTZMundodiSReiserLHualaEGarcia-HernandezMZhangPMuellerLAYoonJDoyleALanderGMoseykoNYooDXuIZoecklerBMontoyaMMillerNWeemsDRheeSYFunctional annotation of the Arabidopsis genome using controlled vocabulariesPlant Physiol2004135274575510.1104/pp.104.04007115173566PMC514112

[B15] Warde-FarleyDDonaldsonSLComesOZuberiKBadrawiRChaoPFranzMGrouiosCKaziFLopesCTMaitlandAMostafaviSMontojoJShaoQWrightGBaderGDMorrisQThe GeneMANIA prediction server: biological network integration for gene prioritization and predicting gene functionNucleic Acids Res201038Suppl 2W214W2202057670310.1093/nar/gkq537PMC2896186

[B16] BindschedlerLVPalmbladMCramerRHydroponic isotope labelling of entire plants (HILEP) for quantitative plant proteomics; an oxidative stress case studyPhytochemistry200869101962197210.1016/j.phytochem.2008.04.00718538804

[B17] Fernandez-CalvinoLFaulknerCWalshawJSaalbachGBayerEBenitez-AlfonsoYMauleAArabidopsis plasmodesmal proteomePLoS One201164e1888010.1371/journal.pone.001888021533090PMC3080382

[B18] ItoJBatthTSPetzoldCJRedding-JohansonAMMukhopadhyayAVerboomRMeyerEHMillarAHHeazlewoodJLAnalysis of the arabidopsis cytosolic proteome highlights subcellular partitioning of central plant metabolismJ Proteome Res20111041571158210.1021/pr100943321166475

[B19] MitraSGanttJRubyJClouseSGosheMMembrane proteomic analysis of arabidopsis thaliana using alternative solubilization techniquesJ Proteome Res2007651933195010.1021/pr060525b17432890

[B20] KroneggJBulozDDetection/prediction of GPI cleavage site (GPI-anchor) in a protein (DGPI)1999http://129.194.185.165/dgpi/

[B21] SchwackeRFischerKKetelsenBKrupinskaKKrauseKComparative survey of plastid and mitochondrial targeting properties of transcription factors in Arabidopsis and riceMol Genet Genomics2007277663164610.1007/s00438-007-0214-417295027

[B22] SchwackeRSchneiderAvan der GraaffEFischerKCatoniEDesimoneMFrommerWBFlüggeUIKunzeRARAMEMNON, a novel database for arabidopsis integral membrane proteinsPlant Physiol20031311162610.1104/pp.01157712529511PMC166783

[B23] YilmazAMejia-GuerraMKKurzKLiangXWelchLGrotewoldEAGRIS: arabidopsis gene regulatory information server, an updateNucleic Acids Res201139D1118D112210.1093/nar/gkq112021059685PMC3013708

[B24] ZybailovBRutschowHFrisoGRudellaAEmanuelssonOSunQvan WijkKJSorting signals, N-terminal modifications and abundance of the chloroplast proteomePLoS One200834e199410.1371/journal.pone.000199418431481PMC2291561

[B25] BookAJGladmanNPLeeSSScalfMSmithLMVierstraRDAffinity purification of the Arabidopsis 26S proteasome reveals a diverse array of plant proteolytic complexesJ Biol Chem201028533255542556910.1074/jbc.M110.13662220516081PMC2919120

[B26] YangHYangSLiYHuaJThe Arabidopsis BAP1 and BAP2 genes are general inhibitors of programmed cell deathPlant Physiol200714513514610.1104/pp.107.10080017631528PMC1976577

[B27] BenschopJJMohammedSO’FlahertyMHeckAJSlijperMMenkeFLQuantitative phosphoproteomics of early elicitor signalling in ArabidopsisMol Cell Proteomics2007671198121410.1074/mcp.M600429-MCP20017317660

[B28] MarmagneAFerroMMeinnelTBruleyCKuhnLGarinJBarbier-BrygooHEphritikhineGA high content in lipid-modified peripheral proteins and integral receptor kinases features the Arabidopsis plasma membrane proteomeMol Cell Proteomics20076111980199610.1074/mcp.M700099-MCP20017644812

[B29] BayerEMBottrillARWalshawJVigourouxMNaldrettMJThomasCLMauleAJArabidopsis cell wall proteome defined using multidimensional protein identification technologyProteomics20066130131110.1002/pmic.20050004616287169

[B30] JaquinodMVilliersFKieffer-JaquinodSHugouvieuxVBruleyCGarinJBourguignonJA proteomic dissection of Arabidopsis thaliana vacuoles isolated from cell cultureMol Cell Proteomics2007633944121715101910.1074/mcp.M600250-MCP200PMC2391258

[B31] ParsonsHTChristiansenKKnierimBCarrollAItoJBatthTSSmith-MoritzAMMorrisonSMcInerneyPHadiMZAuerMMukhopadhyayAPetzoldCJSchellerHVLoqueDHeazlewoodJLIsolation and proteomic characterization of the arabidopsis golgi defines functional and novel components involved in plant cell wall biosynthesisPlant Physiol20121591122610.1104/pp.111.19315122430844PMC3375956

[B32] NikolovskiNRubtsovDSeguraMPMilesGPStevensTJDunkleyTPMunroSLilleyKSDupreePPutative glycosyltransferases and other plant Golgi apparatus proteins are revealed by LOPIT proteomicsPlant Physiolin Press10.1104/pp.112.204263PMC346152822923678

[B33] BorderiesGJametELafitteCRossignolMJauneauABoudartGMonsarratBEsquerré-TugayéMTBoudetAPont-LezicaRProteomics of loosely bound cell wall proteins of Arabidopsis thaliana cell suspension cultures: a critical analysisElectrophoresis20032419–20342134321459568810.1002/elps.200305608

[B34] LewisJDLazarowitzSGArabidopsis synaptotagmin SYTA regulates endocytosis and virus movement protein cell-to-cell transportProc Natl Acad Sci USA201010762491249610.1073/pnas.090908010720133785PMC2823903

[B35] YamazakiTKawamuraYMinamiAUemuraMCalcium-dependent freezing tolerance in Arabidopsis involves membrane resealing via synaptotagmin SYT1Plant Cell200820123389340410.1105/tpc.108.06267919088330PMC2630449

[B36] MinicZJametENégroniLArsene der GarabedianPZivyMJouaninLA sub-proteome of Arabidopsis thaliana mature stems trapped on Concanavalin A is enriched in cell wall glycoside hydrolasesJ Exp Bot200758102503251210.1093/jxb/erm08217526915PMC2394711

[B37] OliviussonPHeinzerlingOHillmerSHinzGTseYCJiangLRobinsonDGPlant retromer, localized to the prevacuolar compartment and microvesicles in Arabidopsis, may interact with vacuolar sorting receptorsPlant Cell2006181239125210.1105/tpc.105.03590716582012PMC1456867

[B38] JaillaisYSantambrogioMRozierFFobis-LoisyIMiègeCGaudeTThe retromer protein VPS29 links cell polarity and organ initiation in plantsCell20071301057107010.1016/j.cell.2007.08.04017889650

[B39] Kleine-VehnJLeitnerJZwiewkaMSauerMAbasLLuschnigCFrimlJDifferential degradation of PIN2 auxin efflux carrier by retromer-dependent vacuolar targetingProc Natl Acad Sci USA200810546178121781710.1073/pnas.080807310519004783PMC2584678

[B40] GrienenbergerEBesseauSGeoffroyPDebayleDHeintzDLapierreCPolletBHeitzTLegrandMA BAHD acyltransferase is expressed in the tapetum of Arabidopsis anthers and is involved in the synthesis of hydroxycinnamoyl spermidinesPlant J200958224625910.1111/j.1365-313X.2008.03773.x19077165

[B41] DobritsaAAGeanconteriAShresthaJCarlsonAKooyersNCoerperDUrbanczyk-WochniakEBenchBJSumnerLWSwansonRPreussDA large-scale genetic screen in Arabidopsis to identify genes involved in pollen exine productionPlant Physiol2011157294797010.1104/pp.111.17952321849515PMC3192556

[B42] BrockAKWillmannRKolbDGrefenLLajunenHMBethkeGLeeJNürnbergerTGustAAThe Arabidopsis mitogen-activated protein kinase phosphatase PP2C5 affects seed germination, stomatal aperture, and abscisic acid-inducible gene expressionPlant Physiol201015331098111110.1104/pp.110.15610920488890PMC2899920

[B43] SchweighoferAKazanaviciuteVScheiklETeigeMDocziRHirtHSchwanningerMKantMSchuurinkRMauchFBuchalaACardinaleFMeskieneIThe PP2C-type phosphatase AP2C1, which negatively regulates MPK4 and MPK6, modulates innate immunity, jasmonic acid, and ethylene levels in ArabidopsisPlant Cell20071972213222410.1105/tpc.106.04958517630279PMC1955703

[B44] GuanYNothnagelEABinding of arabinogalactan proteins by Yariv phenylglycoside triggers wound-like responses in Arabidopsis cell culturesPlant Physiol200413531346136610.1104/pp.104.03937015235117PMC519053

[B45] DingLZhuJ-KA role for arabinogalactan-proteins in root epidermal cell expansionPlanta199720328929410.1007/s0042500501949431677

[B46] RoySJauhGYHeplerPKLordEMEffects of Yariv phenylglycoside on cell wall assembly in the Lily pollen tubePlanta199820445045810.1007/s0042500502799684368

[B47] MolleJ-CKimSJauhYLordEMArabinogalactan proteins, pollen tube growth, and the reversible effect of Yariv phenylglycosideProtoplasma2002219899810.1007/s00709020000911926071

[B48] Nguema-OnaEBanninganAChevalierLBaskinTIDriouichADisruption of arabinogalactan proteins disorganizes cortical microtubules in the root of Arabidopsis thalianaPlant J20075224025110.1111/j.1365-313X.2007.03224.x17672840

[B49] KipreosETPaganoMThe F-box protein familyGenome Biol200015R300210.1186/gb-2000-1-5-reviews3002PMC13888711178263

[B50] XuGMaHNeiMKongHEvolution of F-box genes in plants:different modes of sequence divergence and their relationships with functional diversificationProc Natl Acad Sci USA200910683584010.1073/pnas.081204310619126682PMC2630105

[B51] SkaarJRPaganJKPaganoMSnapShot: F-box proteins ICell20091371160116110.1016/j.cell.2009.05.03919524517

[B52] HuaZZouCShiuS-HVierstraRDPhylogenetic comparison of F-Box (FBX) superfamily within the plant kingdom reveals divergent evolutionary histories indicative of genomic driftPLoS One20116e1621910.1371/journal.pone.001621921297981PMC3030570

[B53] GustiABaumbergerNNowackMPuschSEislerHPotuschakTDe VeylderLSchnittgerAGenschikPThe Arabidopsis thaliana F-Box protein FBL17 is essential for progression through the second mitosis during pollen developmentPLoS One200943e478010.1371/journal.pone.000478019277118PMC2651519

[B54] DoellingJHPhillipsARSoyler-OgretimGWiseJChandlerJCallisJOteguiMSVierstraRDThe ubiquitin-specific protease subfamily UBP3/UBP4 is essential for pollen development and transmission in ArabidopsisPlant Physiol200714580181310.1104/pp.106.09532317905865PMC2048767

[B55] DobneySChiassonDLamPSmithSPSneddenWAThe calmodulin-related calcium sensor CML42 plays a role in trichome branchingJ Biol Chem200928446316473165710.1074/jbc.M109.05677019720824PMC2797235

[B56] PopescuSCPopescuGVBachanSHangZSeayMGersteinMSnyderMDinesh-KumarSPDifferential binding of calmodulin-related proteins to their targets revealed through high-density Arabidopsis protein microarraysProc Natl Acad Sci USA2007104114730473510.1073/pnas.061161510417360592PMC1838668

[B57] SchiøttMRomanowskySMBækgaardLJakobsenMKPalmgrenMGHarperJA plant plasma membrane Ca2+ pump is required for normal pollen tube growthProc Natl Acad Sci USA20041019502950710.1073/pnas.040154210115197266PMC439006

[B58] AllenAMLexerCHiscockSJComparative analysis of pistil transcriptomes reveals conserved and novel genes expressed in dry, wet and semidry stigmasPlant Physiol20101541347136010.1104/pp.110.16217220813907PMC2971611

[B59] BoavidaLCBorgesFBeckerJDFeijóJAWhole genome analysis of gene expression reveals coordinated activation of signaling and metabolic pathways during pollen-pistil interactions in ArabidopsisPlant Physiol20111552066208010.1104/pp.110.16981321317340PMC3091125

[B60] EllemanCJDickinsonHGCommonalities between pollen/stigma and host/pathogen interactions: Calcium accumulation during stigmatic penetration by Brassica oleracea pollen tubesSex Plant Reprod19991219420210.1007/s004970050192

[B61] GibbsGMRoelantsKO’BryanMKThe CAP superfamily: Cysteine-rich secretory proteins, Antigen 5, and Pathogenesis-related 1 proteins — roles in reproduction, cancer, and immune defenseEndocr Rev20082986589710.1210/er.2008-003218824526

[B62] GibbsGMLoJCYNixonBJamsaiDO’ConnorAERijalSSanchez-PartidaLGHearnMTWBiancoDMO’BryanMKGlioma pathogenesis-related 1-like 1 is testis enriched, dynamically modified, and redistributed during male germ cell maturation and has a potential role in sperm-oocyte bindingEndocrinology20101512331234210.1210/en.2009-125520219979

[B63] OhnishiTTakanashiHMogiMTakahashiHKikuchiSYanoKOkamotoTFujitaMKurataNTsutsumiNDistinct gene expression profiles in egg and synergid cells of rice as revealed by cell type-specific microarraysPlant Physiol201115588189110.1104/pp.110.16750221106719PMC3032473

[B64] KesslerSAShimosato-AsanoHKeinathNFWuestSEIngramGPanstrugaRGrossniklausUConserved Molecular Components for Pollen Tube Reception and Fungal InvasionScience2010330600696897110.1126/science.119521121071669

[B65] GoversFAngenentGCFertility goddesses as trojan horsesScience2010330600692292310.1126/science.119834721071655

[B66] RotinDStaubOHaguenauer-TsapisRUbiquitination and endocytosis of plasma membrane proteins:role of Nedd4/Rsp5p family of ubiquitin-protein ligasesJ Membr Biol20001761171088242410.1007/s00232001079

[B67] DunnRKlosDAAdlerASHickeLThe C2 domain of the Rsp5 ubiquitin ligase binds membrane phosphoinositides and directs ubiquitination of endosomal cargoJ Cell Biol2004165113514410.1083/jcb.20030902615078904PMC2172079

[B68] ŠamajJReadNDVolkmannDMenzelDBaluskaFThe endocytic network in plantsTrends Cell Biol20051542543310.1016/j.tcb.2005.06.00616006126

[B69] RobinsonDGJiangLSchumacherKThe endosomal system of plants: Charting new and familiar territoriesPlant Physiol20081471482149210.1104/pp.108.12010518678740PMC2492610

[B70] ZhaoYYanAFeijóJAFurutaniMTakenawaTHwangIFuYYangZPhosphoinositides regulate clathrin-dependent endocytosis at the tip of pollen tubes in Arabidopsis and tobaccoPlant Cell201022124031404410.1105/tpc.110.07676021189293PMC3027160

[B71] HermanEMLambCJArabinogalactan-rich glycoproteins are localized on the cell surface and in intravacuolar multivesicular bodiesPlant Physiol19929826427210.1104/pp.98.1.26416668623PMC1080178

[B72] ŠamajJŠamajováOPetersMBaluškaFLichtscheidlIKnoxJPVolkmannDImmunolocalization of LM2 arabinogalactan-protein epitope associated with endomembranes of plant cellsProtoplasma200021218619610.1007/BF01282919

[B73] DettmerJHong-HermesdorfAStierhofYDSchumacherKVacuolar H+-ATPase activity is required for endocytic and secretory trafficking in ArabidopsisPlant Cell20061871573010.1105/tpc.105.03797816461582PMC1383645

[B74] SchumacherKVafeadosDMcCarthyMSzeHWilkinsTChoryJThe Arabidopsis det3 mutant reveals a central role for the vacuolar H(+)-ATPase in plant growth and developmentGenes Dev1999133259327010.1101/gad.13.24.325910617574PMC317205

[B75] CatzSDJohnsonJLBabiorBMThe C2A domain of JFC1 binds to 3′-phosphorylated phosphoinositides and directs plasma membrane association in living cellsProc Natl Acad Sci USA20029918116521165710.1073/pnas.17238279912189202PMC129324

[B76] YangHLiYHuaJThe C2 domain protein BAP1 negatively regulates defense responses in ArabidopsisPlant J20064823824810.1111/j.1365-313X.2006.02869.x17018034

[B77] LeeCBSwatekKNMcClureBPollen proteins bind to the C-terminal domain of Nicotiana alata pistil arabinogalactan proteinsJ Biol Chem2008283269652697310.1074/jbc.M80441020018678868

[B78] PourcherMSantambrogioMThazarNThierryAMFobis-LoisyIMiègeCJaillaisYGaudeTAnalyses of sorting nexins reveal distinct retromer-subcomplex functions in development and protein sorting in Arabidopsis thalianaPlant Cell201022123980399110.1105/tpc.110.07845121156856PMC3027177

[B79] BoveJVaillancourtBKroegerJHeplerPKWisemanPWGeitmannAMagnitude and direction of vesicle dynamics in growing pollen tubes using spatiotemporal image correlation spectroscopy (STICS) and fluorescence recovery after photobleaching (FRAP)Plant Physiol200814741646165810.1104/pp.108.12021218508956PMC2492615

[B80] BoschMHeplerPKPectin methylesterases and pectin dynamics in pollen tubesPlant Cell200517123219322610.1105/tpc.105.03747316322606PMC1315365

[B81] KuromoriTHirayamaTKiyosueYTakabeHMizukadoSSakuraiTAkiyamaKKamiyaAItoTShinozakiKA collection of 11 800 single-copy Ds transposon insertion lines in ArabidopsisPlant J20043789790510.1111/j.1365.313X.2004.02009.x14996221

[B82] DardelleFLehnerARamdaniYBardorMLerougePDriouichAMolletJCBiochemical and immunocytological characterizations of Arabidopsis pollen tube cell wallPlant Physiol201015341563157610.1104/pp.110.15888120547702PMC2923879

[B83] LiCWongHWModel-based analysis of oligonucleotide arrays:expression index computation and outlier detectionProc Natl Acad Sci USA200198313610.1073/pnas.98.1.3111134512PMC14539

[B84] LiCWongHWModel-based analysis of oligonucleotide arrays: model validation, design issues and standard error applicationGenome Biol200128R3210.1186/gb-2001-2-8-research0032PMC5532911532216

[B85] LivakKJSchmittgenTDAnalysis of relative gene expression data using real-time quantitative PCR and the 2(−Delta Delta C(T)) methodMethods200125440240810.1006/meth.2001.126211846609

[B86] GietzDSt. JeanAWoodsRASchiestlRHImproved method for high efficiency transformation of intact yeast cellsNucleic Acids Res199220142510.1093/nar/20.6.14251561104PMC312198

[B87] ShermanFGetting started with yeastMethods Enzymol20023503411207332010.1016/s0076-6879(02)50954-x

# Supplementary material for: Expression-based and co-localization detection of arabinogalactan protein 6 and arabinogalactan protein 11 interactors in Arabidopsis pollen and pollen tubes
**Source:** BMC Plant Biol. 2013 Jan 8;13:7. doi: 10.1186/1471-2229-13-7
**Supplement:** Additional file 2 — Differentially expressed genes common to agp6 agp11 mutant and treatment with Yariv phenylglycoside reagent for 1 h and 10 h.

| Additional file 2. *Differentially expressed genes common to agp6 agp11 mutant and treatment with Yariv phenylglycoside reagent for 1h and 10 h* | | | | |  |
| --- | --- | --- | --- | --- | --- |
| AGI locus | Fold change^a^ | | | Gene Description^c^ | |
|  | agp6 agp11 | Yariv  1h^b^ | Yariv  10h^b^ |  |  |
| At3g57880 | +25.3 |  | +2.64 | T10K17.90 Calcium-dependent lipid-binding (CaLB domain) plant phosphoribosyltransferase family protein | |
| At5g48540 | +14.9 | +3.48 |  | MJE7.18 receptor-like protein kinase-related family protein | |
| At1g23020 | +2.97 |  | +2.83 | FRO3 ferric-chelate reductase | |
| At5g05110 | +2.67 |  | +2.30 | Cystatin; monellin family protein | |
| At3g55890 | +2.38 |  | +2.30 | F27K19.70 yippee family putative zinc-binding protein | |
| At2g40000 | +3.34 | +4.59 |  | HSPRO2 ortholog of sugar beet HS1 PRO-1 2 | |
| At3g60130 | +1.96 |  | +3.25 | BGLU16 beta glucosidase 16 | |
| At1g53580 | +2.42 |  | +2.30 | ETHE1 Mononuclear Fe(II)-containing member of the b-lactamase fold superfamily; GLY3 glyoxalase II3 | |
| At2g44790 | +4.18 | +3.25 | +4.29 | UCC2 uclacyanin; copper ion binding | |
| At3g61450 | +1.89 |  | +4.29 | SYP73 syntaxin of plants 73 | |
| At4g20780 | +1.90 | +2.64 |  | Calmodulin-like 42; Calcium sensor involved in trichome branching | |
| At4g37370 | +2.73 |  | +3.03 | CYP81D8 member of CYP81D; oxygen binding -- cytochrome P450 | |
| At5g42380 | +1.74 | +16.0 |  | Calmodulin-like 37 | |
| At3g50930 | +2.08 | +2.64 |  | BCS1 cytochrome BC1 synthesis | |
| At4g37260 | +1.67 | +2.14 |  | MYB73 Member of the R2R3 factor gene family; | |
| At3g27820 | +1.62 |  | +2.00 | MDAR4 peroxisome membrane-bound monodehydroascorbate reductase | |
| At1G53540 | -1.83 |  | -2.05 | HSP20-like chaperones superfamily protein | |
| At5g59960 | -1.60 |  | -2.08 | Unknown protein | |
| At3g47810 | -1.56 | -2.17 |  | MAG1 Homolog of yeast retromer subunit VPS29 | |
| At2g03020 | -1.91 |  | -2.13 | Heat shock protein-related HSP20 ; alpha crystallin family | |
| At4g14615 | -2.02 | -2.05 |  | Unknown protein | |
| At1g78260 | -3.48 |  | -2.74 | RNA-binding (RRM/RBD/RNP motifs) family protein | |
| At1g59860 | -2.78 |  | -2.12 | HSP20-like chaperones superfamily protein | |
| At5g12030 | -2.99 |  | -2.80 | HSP17.6 cytosolic small heat shock protein with chaperone activity | |
| At3G46230 | -2.62 |  | -3.3 | HSP17.4 member of the class I small heat-shock protein (sHSP) family | |
| At3G15210 | -2.77 | -2.14 |  | ERF4 ethylene response factor, subfamily B-1 of ERF/AP2 transcription factor family | |
| At4g04800 | -3.17 | -2.39 | -2.06 | MSRB3: methionine sulfoxide reductase domain-containing protein | |
| At5g52420 | -6.87 |  | -2.19 | Unknown protein | |
| At2g29500 | -8.22 |  | -2.90 | HSP20-like chaperones superfamily protein | |
| ^a^ Genes up or down regulated are indicated with a (+) or a (-) sign respectively.  ^b^ Data from [14]. Blanks in the table indicate that the change in gene expression was less than a 2-fold increase or decrease  ^c^ TAIR gene annotations [61]. | | | | | |

How the deposited data were processed for this re-analysis (not part of the article)

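Pollen tubes of Arabidopsis thaliana wild type and agp6 agp11 plants, grown in vitro, were measured on Affymetrix ATH1 arrays, with 3 arrays of each genotype and 1 pollen tube preparation for each array. The authors normalized the 6 arrays together by the invariant set method of DNA-Chip Analyzer (dChip, version 2010) and deposited model-based expression intensities from perfect match probes, on a linear scale. They took Present and Absent calls from Affymetrix Expression Console, and these calls are not used here except where the rows of Additional file 1 print them. Probe-level data were not analysed here, and neither the normalization nor the probe model was repeated. The deposited table holds 22746 probe sets and no control probe sets, and all were tested. The signals of the 6 arrays match those printed in the rows of Additional file 1 to within 0.04.

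Probe sets were named from a platform table that gives 1 gene for 13513 of them, several genes for 503 and none for 8730, and from Additional file 1, of which 1999 rows from its first part were used. The 2 sources name 1148 probe sets in common and name 26 of those differently. For these the name in Additional file 1 was kept, except in set tests and tests of chromosome position. Together they name 14214 probe sets and 14075 loci, and a gene with several probe sets is represented by the one with the highest mean log2 signal. The rows of Additional file 1 had been chosen by their fold change, so set tests and tests of chromosome position used the 13217 loci of the platform table alone. The named genes are AGP6 and AGP11, every gene of the paper's tables and text that has a named probe set, and named members of the fixed lists. They include the 10 rises and the 10 falls with the largest log2 ratios among probe sets that passed the test and did not overlap between genotypes. Counts cover all of them. The text gives values for only some genes of the paper's tables, and for up to 6 genes per fixed list with the smallest p-values. Genes of the paper's tables were chosen with the paper's values for them known.

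Signals were raised to at least 1 and taken as log2 values, and the genotypes were compared with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with an intensity trend; prior degrees of freedom 5.54). Adjusted p-values are Benjamini-Hochberg values over all probe sets, with a threshold of 0.05, unless they are said to be adjusted over a list alone. The paper's criterion, a lower bound of the fold change above 1.3, was computed as the 90% bound by Fieller's method with z = 1.645 from the spread between arrays, without the probe-level error that dChip adds. Its false discovery rate is the median count over the 9 other splits of the arrays into 3 and 3, divided by the real count. A probe set counts as detected in a genotype with a signal above 40 on at least 2 of 3 arrays. The median log2 fold change over all probe sets was 0.03. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for all other steps. Permutation tests of correlations drew 100000 resamples, and chromosome positions were shuffled 1000 times.

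Replicate numbers are in the sample labels, which do not say whether arrays of the same number share a day. The deviations of arrays from the mean of their genotype were correlated between genotypes at 0.239, 0.347 and 0.379 for replicates 1, 2 and 3, and at 0.0711 or less for arrays with different numbers. Every same-number correlation exceeded 0.1, the limit set for treating the numbers as pairs, so the fit with the replicate number as a block is reported beside the fit without it.

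Gene lists were written from background knowledge: 17 lists with 320 genes, for the AGP family, pollen tube growth, sperm cells, photosynthesis, tapetum, floral organ identity, the cytosolic heat shock response, endoplasmic reticulum chaperones and the unfolded protein response, calcium signalling, retromer, endosomal Rab GTPases, V-ATPase, clathrin, the proteasome, wound and defence responses, antioxidant enzymes and the circadian clock. Some members, such as FKF1, COR27 and small heat shock proteins, were listed with the paper's values for them known. The lists of floral organ identity and antioxidant enzymes have no named member, and the 10 lists with at least 2 genes named by the platform table were tested with limma's camera, with a preset correlation of 0.01 and adjustment over the 10 lists. A planned test by annotation class (F-box, heat shock, calcium and receptor kinase) was not run, since no table used here pairs all genes with descriptions.

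The alternatives were quantile normalization, median centring of the arrays, an offset of 32 before the log2, a filter on the mean level, eBayes without the trend, array weights, the replicate block, omission of probe sets that may match several genes (names ending in _s_at or _x_at), omission of each array in turn, a test against a fold change of 1.3 (treat), the lower bound in place of limma, an adjusted p under 0.01, signal minima of 30 and 60, 100 in place of 200 measured genes on each side of AGP6 and AGP11, and camera with an estimated correlation. On 1 side of AGP11 only 30 measured genes were available. The methods were tested on 10 sets of simulated data drawn from the means and spreads of these arrays. There 4.97% of limma calls were of unchanged probe sets, and a mean of 200.1 unchanged probe sets passed the lower bound. The Yariv treatment, the yeast screens and the microscopy are not analysed here.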

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

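The tests of segments linked to the insertions were chosen after the result was seen, and those of the other explanations before it. The paper's text and tables do not discuss 11 of the 20 genes with the largest log2 ratios, although Additional file 1 lists them. The 20 were picked among probe sets that passed limma and did not overlap between genotypes. These genes rose: At5g15360 (at least 11.7-fold), At1g32590 (at least 13.8-fold; at least 7.94-fold without agp6 agp11 replicate 3 and at least 21.9-fold without agp6 agp11 replicate 2), At5g03550 (at least 4.32-fold), ICS2 (At1g18870; at least 9.12-fold), PYD4 (At3g08860; at least 7.09-fold), At5g40640 (13.7-fold) and FBA8 (At3g52930; 13.5-fold), and these fell: At2g15650 (at least 54.1-fold), At2g15340 (at least 14.5-fold), At3g44070 (at least 21.4-fold) and At4g14810 (at least 18.8-fold). For 9 of the 11, given as at least, 1 genotype was at background, so the order by transcript change, and with it which genes changed most, is not determined. At5g40640 lay just above a signal of 40 in wild type, so its fold depends on that minimum. All 11 passed limma in each of the 6 fits without 1 array, and the probe set of At2g15650 may match several genes.

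Large changes lie near each other: 111 genes with a log2 change beyond 2 form 18 pairs within 10 measured genes, against a mean of 9.30 in shuffled orders (permutation p = 0.00799), and 8 pairs 1 or 2 genes apart, against 1.86 (p = 0.0020). Probe sets that match several genes are argued against as the whole cause, since the excess stayed without them (15 pairs against 8.42, permutation p = 0.0260). So are linked segments within 200 measured genes of the insertions, since the excess stayed away from those genes (15 against 8.47, permutation p = 0.0370). Only 30 measured genes lie on 1 side of AGP11. Longer segments linked to the insertions stay open, since this test does not reach them. Segments near the insertions stay open as a part of the excess. The called share was 5% against 3.64% near AGP6 (Fisher's exact p = 0.175, and 0.0441 without wild type replicate 2) and 3.91% against 3.68% near AGP11 (Fisher's exact p = 0.859). Neighbouring copies of a gene family remain a candidate explanation for a part of it, since pairs 3 to 10 genes apart were not in clear excess (10 against 7.43, permutation p = 0.209). Among the closer pairs, At2g19970 and At2g19980 are both CAP genes, and TBL21 and TBL19 share a family name. At5g48540 and At5g48570 are not described as 1 family, but as related to receptor-like kinases and as an immunophilin. The families of the other close pairs were not compared. Of all 18 pairs, 10 go in opposite directions. Other segments that differ between the seed stocks stay open, with 55 smaller changes near the large ones against 54.3 in shuffled calls (permutation p = 0.497). A planned scan of all called genes in windows of 100 measured genes found no clear cluster. The highest window held 11, against a mean of 9.34 for the highest in shuffled calls (1-sided permutation p = 0.133). No biological explanation was tested.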

How the results depend on the processing

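Leaving out replicate 3 of both genotypes, and restricting the false discovery rate to detected probe sets or to the splits that part same-numbered arrays, were chosen after seeing the data. The count of 837 probe sets became 2019 with array weights, 1897 with the replicate block, 1469 by the lower bound, 391 by treat and 396 at an adjusted p under 0.01, and 372 to 871 when 1 array was left out. The share that was higher became 49.0% after quantile normalization, 58.2% with array weights and 60.4% with the replicate block, and 50.4% to 59.5% when 1 array was left out. The false discovery rate of the lower bound was 2.72% from the 3 splits that part same-numbered arrays. Among detected probe sets it was 3.43%, with a filter that favours the real comparison. Every rate from splits can be too low, since the other splits mix the genotypes within their groups. Of the 500 brightest probe sets, 42 passed with array weights, 61 with the replicate block, 39 without replicate 3 of both genotypes, 41 by the lower bound, 9 by treat and 9 at an adjusted p under 0.01, and 9 to 20 with 1 array left out. Of the genes of the paper's lists, 45 passed by treat and 44 at an adjusted p under 0.01, and 43 to 85 with 1 array left out. For the heat shock list camera gave an adjusted p of 0.657 with an estimated correlation and of 9.53e-06 to 0.224 with 1 array left out. Without replicate 3 of both genotypes camera gave an adjusted p of 0.0441 for the circadian clock (higher) and 0.0441 for the endoplasmic reticulum list (lower). For V-ATPase and the tapetum camera did not pass in any setting, but its direction changed in some. It changed for V-ATPase after quantile normalization (0.894). For the tapetum it changed with array weights (0.811), without replicate 3 of both genotypes (0.588) and with 1 array left out (0.583 to 0.893). Near AGP6 the called share was below that of other genes in the filter on the mean level (Fisher's exact p = 0.323), and p was 0.0441 to 0.883 with 1 array left out. Near AGP11 it was below in that filter (Fisher's exact p = 0.692) and by treat (p = 1). Of the CAP genes that did not pass, the log2 difference changed sign for At3g09590 after quantile normalization (-0.20), median centring (-0.018) and array weights (-0.19) and for At5g02730 after quantile normalization (-0.17) and array weights (-0.18). With 1 array left out it was -0.31 to 0.22 for At3g09590, -0.058 to 0.25 for At3g19690, -0.24 to 0.60 for At4g25780 and -0.47 to 0.59 for At5g02730. Of 211 named genes 110 passed, and none of these changed direction in any setting; 53 lost the call without at least 1 array. With the replicate block 47 more passed and none lost the call. Signals at or below 40 cannot be told from background, which limits folds against them to lower bounds; 172 of the 837 were detected in neither genotype. The cause was not tested for any of these changes.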

Differences from the paper's values

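The paper counts 155 genes past its lower bound as expressed only in agp6 agp11, and here 263 probe sets past the lower bound were detected only in agp6 agp11. Detection here is a signal above 40, in place of the paper's Present calls. Of the alternatives set before the data were examined, quantile normalization (226) and leaving out agp6 agp11 replicate 1 (187) came within 1.5 times of the paper's value. Signal minima of 30 (252) and 60 (247) did not, nor did leaving out wild type replicate 1 (285), 2 (317) or 3 (316) or agp6 agp11 replicate 2 (248) or 3 (250). The paper counts 168 as expressed only in wild type, against 258 here. A signal minimum of 60 (194) and leaving out wild type replicate 1 (182), 2 (232) or 3 (250) came within 1.5 times of it. A minimum of 30 (278), quantile normalization (284) and leaving out agp6 agp11 replicate 1 (289), 2 (286) or 3 (283) did not. The limma test in place of the lower bound gave 197 and 200 probe sets detected in 1 genotype alone. By the calls and bounds that the paper prints in the rows of Additional file 1 used here, the paper's counts are 158 and 168.

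The other values compared lie within 1.5 times of the paper's or within the spread between arrays. They are the total counts, the shares, 29 fold changes, 14 signals and 109 lower bounds. They come from the same arrays as the paper's values, so they check the computation and are not independent evidence. The false discovery rate of 5.45% from all 9 other splits lies above the paper's upper limit. It was 3.43% among detected probe sets and 2.72% from the 3 splits that part same-numbered arrays, both chosen after seeing the data. Rates from splits can be too low, since the other splits mix the genotypes within their groups. The total of 1469 past the lower bound includes probe sets detected in neither genotype, whereas the paper counts Present genes. Without them it was 1137. At5g24880, outside the paper's main tables, had a bound of -21.7 here and -12.37 in Additional file 1.

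The paper describes its endosomal Rab GTPases as lowered in the mutant. Here ARA6 was lower without passing (log2 -0.61, adjusted p = 0.247) and had a lower bound below 1.3 in size, and it passed with the replicate block (0.0453). At5g45710, the locus given for Rha1, fell (log2 -1.63, adjusted p = 0.00636), while the Rab GTPase gene At5g45130, which carries the same symbol RHA1 in the reference gene table, was higher (log2 0.73, adjusted p = 0.226; 0.0201 with the replicate block). The paper counts the retromer genes MAG1 and VPS26 as differing. They passed with the replicate block (0.0349 and 0.0451), with array weights and by the lower bound, but not in limma without these (0.148 and 0.128). The paper places CML42 among the calcium genes with the highest lower bounds. Its bound here (1.51) ranks 9 of the 14 calcium genes of Table 2, and the paper's own bound is 1.48. The difference is thus from the paper's wording and not from its value. CML42 passed with the replicate block (adjusted p = 0.00922), with array weights, without the trend and by the lower bound. It did not pass in limma as set (adjusted p = 0.0792). At5g24880, the other gene of that statement, had one of the 10 falls with the largest log2 ratios.

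Of 122 genes of Tables 1 to 3 and Additional file 2, 48 rose, 37 fell and 37 did not pass limma, 5 of these being the CAP genes that the paper does not list as changed; with the replicate block 65 rose and 51 fell. All 117 that the paper lists as changed had the paper's direction here and a lower bound beyond 1.3. The study listed them by this bound on the same signals, so this was fixed in advance and is not independent evidence. Those 37 include CML37 (adjusted p = 0.0987), HSP17.6A (0.0753) and At1g53540 (0.182), which all passed with the replicate block (0.0298, 0.00188 and 0.0227), with array weights and by the lower bound; HSP17.6A passed also without replicate 3 of both genotypes, a setting chosen after the data were seen.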

Other observations

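The tests of array scaling, of a smaller vegetative share and of other splits of the arrays were chosen after the results were seen. Of 10 listed sperm cell genes 5 could be named, 4 of them only through Additional file 1, which holds genes selected by their fold change, so they do not stand for the list. All 5 were higher in agp6 agp11 pollen tubes, and 2 rose: HAP2 (At4g11720), from 119 ± 20.7 to 382 ± 121, and DAZ2 (At4g35280), from 71.5 ± 19.1 to 389 ± 151 (SD, n = 3). MGH3 (log2 0.68, adjusted p = 0.241 from limma), DAZ1 (At2g17180; 0.91, 0.257) and DAZ3 (0.95, 0.0637) did not pass, and passed with the replicate block (0.0244, 0.0320 and 0.00224). Adjusted over the list alone all 5 rose, and the call of HAP2 was lost without wild type replicate 1 or 2 or agp6 agp11 replicate 1 (0.0590, 0.0634 and 0.0667). Of 27 listed pollen tube growth genes 7 could be named and 1, CPK34, rose (2 rose when adjusted over the list alone or with the replicate block), and camera on the 3 named by the platform table did not pass (adjusted p = 0.60).

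A smaller share of vegetative cell RNA in the mutant preparations would raise all sperm cell genes alike. The log2 changes of the 5 named genes, from 0.68 to 2.41, differed by more than their standard errors (chi-square test of Cochran's Q = 22.5, p = 1.60e-04, and 1.75e-10 with the replicate block). This argues against it as the whole cause for these 5 genes, if signals follow RNA alike at all levels. Background and saturation can make equal changes of RNA unequal in signal, and this was not tested. It does not speak for the list, since 4 of them were named only through a selection by fold change. The chi-square value is an approximation, since it takes standard errors from 3 arrays per genotype as known and the genes as independent. A change within the sperm cells of the mutant, such as their stage, may remain and was not tested beyond these 5 genes.

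Among 17 listed circadian clock genes 5 could be named: COR27 (At5g42900) rose from 160.2 ± 13.0 to 1896 ± 459 (SD, n = 3; 11.6-fold), FKF1 (At1g68050) fell from 73.0 ± 11.1 to 13.3 ± 3.95 (at least 1.81-fold), and 3 did not pass. Adjusted over the list alone, and with the replicate block, 2 rose and 1 fell; camera did not pass (adjusted p = 0.225), and the probe set of FKF1 can match several genes. Of 17 photosynthesis genes 3 could be named and 1, GAPA (At3g26650), rose, from 23.1 ± 3.16 to 57.4 ± 4.47 (at least 1.43-fold), alone in the list also when adjusted over it, and camera did not pass (adjusted p = 0.60). Neither of the 2 named tapetum genes passed, over all probe sets or over the list alone, and camera gave an adjusted p of 0.848.

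Arrays with the same replicate number deviated together, replicate 3 most. Of 4421 probe sets with a mean log2 signal above 6, replicate 3 was higher by more than 1 log2 than the other replicates in both genotypes for 28 and lower for 113, against 0 and 1 for replicate 1 and 8 and 0 for replicate 2; CSLC12 (At4g07960), chosen after its values were seen, had 579, 795.0 and 148 in wild type and 612, 612 and 185 in agp6 agp11. A scaling difference between the arrays is argued against, since the lowest same-number correlation was 0.199 after quantile normalization. A distortion that depends on the signal level stays open (Spearman's rho of the deviation with the mean level = 0.305, 0.0688 and -0.221 for replicates 1, 2 and 3), and a shared growth batch is a candidate explanation that the labels do not allow to be tested. No biological explanation was tested.

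The 6 arrays allow 10 splits into 3 and 3, too few for a share under 0.05. The real split was the only 1 of the 10 to reach 837 probe sets in limma (highest other 0), and the only 1 to reach 1469 past the lower bound (highest other 420). The 3 other splits that part all 3 replicate pairs, as the real one does, gave 0 limma calls with and without the replicate block, with 252 to 454 probe sets at an unadjusted p under 0.05, and 31 to 43 past the lower bound; the 6 splits that keep 2 pairs together hold the highest other count, with 393 to 1761 at an unadjusted p under 0.05, against 3131 in the real split.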
